# Type I interferon promotes the fate of Toll-like receptor 9–stimulated follicular B cells to plasma cell differentiation

**DOI:** 10.1093/pnasnexus/pgae152

**Published:** 2024-04-17

**Authors:** Ryota Higuchi, Kaori Tanaka, Yuichi Saito, Daisuke Murakami, Takashi Nakagawa, Stephen L Nutt, Yasuyuki Ohkawa, Yoshihiro Baba

**Keywords:** B cells, plasma cells, TLR9, type 1 IFN, IRF4

## Abstract

The activation and differentiation of B cells into plasma cells (PCs) play critical roles in the immune response to infections and autoimmune diseases. Toll-like receptor 9 (TLR9) responds to bacterial and viral DNA containing unmethylated CpG motifs and triggers immune responses in B cells; however, abnormal recognition of self-DNA by TLR9 can cause autoimmune diseases. When stimulated with TLR9 agonists, follicular (FO) B cells, a subset of B cells residing in the FO regions of secondary lymphoid organs, exhibit a propensity for activation but fail to give rise to PCs. The factors that enable the transition of TLR9-activated FO B cells from activation to differentiation into PCs remain unclear. In this study, we show that type I interferon-alpha (IFNα) signaling causes FO B cells activated by CpG stimulation to differentiate into PCs. Although CpG stimulation alone only temporarily increased interferon regulatory factor 4 (IRF4) expression in FO B cells, co-stimulation with both CpG and IFNα enhanced and maintained high IRF4 expression levels, ultimately enabling the cells to differentiate into PCs. Overexpression of IRF4 in FO B cells results in CpG-induced PC transition without IFN signaling. Furthermore, co-stimulation of TLR9 and IFNα receptors significantly enhanced mammalian target of rapamycin (mTOR) signaling, which regulates IRF4 expression and PC generation. These findings suggest that IFNα may play a key role in promoting the fate of PC differentiation in FO B cells activated by TLR9 stimulation.

**Significance Statement**

B cells are essential for humoral immunity since they differentiate into plasma cells (PCs). Toll-like receptor 9 (TLR9) detects unmethylated CpG motifs in pathogenic or self-DNA to activate B-cell immune responses. Paradoxically, when follicular (FO) B cells are stimulated with TLR9 agonists alone, they become activated but do not differentiate into PCs, although the underlying mechanism is unknown. In this study, we found that interferon-alpha (IFNα) triggers the differentiation of TLR9-stimulated FO B cells into PCs. After CpG stimulation, FO B cells expressed interferon regulatory factor 4 (IRF4) transiently, but co-stimulation with CpG and IFNα resulted in sustained high IRF4 expression levels through the mammalian target of rapamycin (mTOR) signaling pathway, highlighting the pivotal role of IFNα in PC differentiation of TLR9-activated FO B cells.

## Introduction

Regulation of the immune response to infectious and autoimmune diseases depends on the complex interactions of various immune cell populations, each with its own receptors and signaling pathways. Among these, B cells play a central role in humoral immunity as they undergo activation and differentiation into antibody-secreting plasma cells (PCs) (1, 2). Toll-like receptor 9 (TLR9), a pattern recognition receptor, has been extensively studied for its role in B-cell activation, particularly in response to pathogenic nucleic acids. TLR9 is a critical nucleic acid sensor that responds to bacterial and viral DNA, specifically double-stranded DNA containing unmethylated CpG motifs (3). Upon detecting these motifs, TLR9 triggers a signaling cascade that activates B-cell immune responses, allowing the host to effectively combat pathogens (4, 5). Under typical conditions, nucleic acids from the body, including those from dead cells, are usually degraded by enzymes such as DNase and are not detected by TLR9 (6). While TLR9 may recognize self-DNA for anti-inflammatory effects during infection and for homeostasis (7, 8), TLR9 stimulation for some reason causes the production of antinuclear antibodies in the pathology of autoimmune diseases, such as systemic lupus erythematosus (SLE) (9–13). However, the influence of TLR9 on B-cell differentiation remains unclear.

Remarkably, follicular (FO) B cells, a major subset of B cells, have been observed to exhibit unique responses to TLR9 stimulation. When stimulated with TLR9 agonists, FO B cells proliferate vigorously and show activation but fail to give rise to PCs (14–17). This observation raises fundamental questions regarding the factors that enable FO B cells to transition from activation to differentiation into PCs within the immune microenvironment. In this context, it is puzzling that many B cells activated via TLR9 during infections and autoimmune diseases differentiate into PCs, leading to effective or pathogenic humoral immune responses. Notably, in both infections and autoimmunity, the levels of type I interferon-alpha (IFNα) are elevated (18, 19). In clinical relevance, it has been reported that the pathogenesis of SLE is ameliorated by antibodies to IFNα, and patients with hepatitis or malignancy develop SLE when administered IFNα (20). In mouse models of autoimmune disease, the acceleration of disease progression is not only attributable to TLR9 but also involves IFNα (10, 12, 21). Dnase1L3 knockout mice show increased production of extrafollicular PCs and develop SLE; however, when these mice were crossed with IFNα receptor (IFNαR)-knockout mice, their symptoms improved, suggesting a complex interplay involving TLR9, IFNα, and PC differentiation in the context of autoimmune diseases (22). These observations prompted us to speculate that IFNα may play an essential role in influencing the fate of FO B cells.

In this study, we showed that FO B cells undergo differentiation into PCs when exposed to the synergistic effects of TLR9 activation and IFNα. Mechanistically, stimulation with CpG alone transiently increased interferon regulatory factor 4 (IRF4) expression, whereas the addition of IFNα enhanced and maintained high IRF4 expression levels. These may play a critical role in the differentiation of PCs from FO B cells because forcing IRF4 expression in TLR9-activated FO B cells causes them to differentiate into PCs. Furthermore, we showed that co-stimulation with CpG and IFNα facilitated mammalian target of rapamycin (mTOR) signaling, which is essential for IRF4 expression and PC transition. Thus, these findings suggest the key role of IFNα in promoting the fate of PC differentiation in FO B cells activated by TLR9 stimulation.

## Results

### IFNα allows TLR9-stimulated FO B cells to differentiate into PCs

To assess the influence of IFNα on TLR9-activated B cells for PC differentiation, we stimulated splenic B cells from *Prdm1*^gfp/+^ (Blimp1-GFP) mice or wild-type (WT) mice with the TLR9 agonist CpG and IFNα. As reported previously, marginal zone (MZ) B cells differentiated into PCs when stimulated with CpG alone, whereas FO B cells did not, even with higher concentrations of CpG (Figs. 1A, S1, and S2A, B) (14, 23, 24). However, we found that when IFNα was added, splenic FO B cells differentiated into Blimp1^+^CD138^+^PCs upon CpG stimulation (Fig. 1A and B). Essentially, the same results were obtained with B cells of the lymph nodes, which contain FO B cells but not MZ B cells (Fig. 1C and D). Furthermore, differentiation of CD138^+^ PCs from splenic FO B cells of WT mice was observed in the presence of >20 pg/mL IFNα, with a dose-dependent increase in efficiency (Fig. S2C and D). Enzyme-linked immunosorbent assay (ELISA) and enzyme-linked immunospot (ELISpot) analyses also confirmed that FO B cell-derived PCs produced antibodies (Fig. 1E–G). Furthermore, the frequency of proliferation and survival of FO B cells did not change when they were stimulated with CpG alone or co-stimulated with CpG and IFNα (Fig. 1H–M). Thus, these findings indicate that when FO B cells are exposed to CpG stimulation in the presence of IFNα, they undergo differentiation into PCs. This phenomenon appears to be common for type I IFNs as demonstrated by the observation of similar PC differentiation in IFNβ and universal type I IFN but not in IFNγ (Fig. S2E and F).

**Fig. 1.**
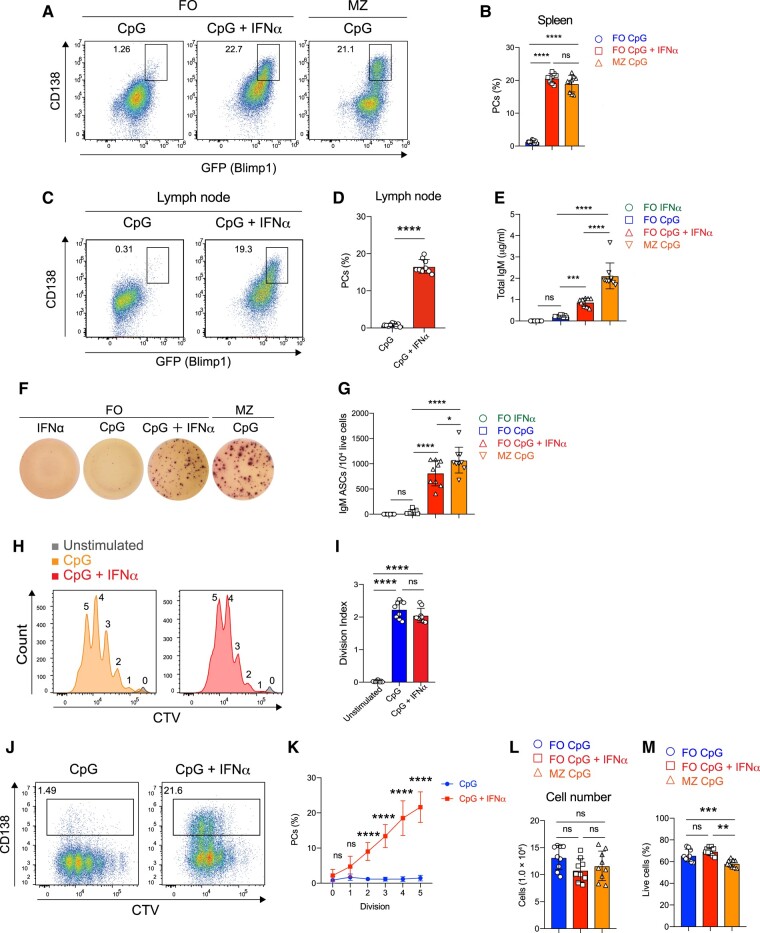
IFNα allows TLR9-stimulated FO B cells to differentiate into PCs. A) Representative flow cytometry plots of B cells harvested from the spleen of *Prdm1*^gfp/+^ (Blimp1-GFP) mice 3 days after culture with CpG (1 μg/mL) or CpG (1 μg/mL) plus IFNα (0.1 μg/mL). The percentages of Blimp1^+^CD138^+^ cells (PCs) are shown. B) The percentages of PCs in (A). C) Representative flow cytometry plots of FO B cells harvested from the lymph node of Blimp1-GFP mice 3 days after culture with CpG or CpG plus IFNα. D) The percentages of PCs in (C). E) The IgM antibody concentration in culture supernatants of B cells harvested from the spleen of Blimp1-GFP mice 3 days after culture with IFNα, CpG, or CpG plus IFNα was measured by ELISA. F) Representative wells of total IgM ELISPots on cells 3 days after stimulation of FO B cells from the spleen of Blimp1-GFP mice with IFNα, CpG, or CpG plus IFNα. G) The number of IgM antibody-secreted cells (ASCs) in (F). H) Representative flow cytometry plots of CTV—stained FO B cells unstimulated (Unstimulated) or stimulated for 3 days with CpG or CpG plus IFNα. I) Division index in (H). J) Representative flow cytometry plots of (H). The percentages of CD138^+^ PCs are shown. K) The percentages of CD138^+^ PCs in (J). L) Cell number of B cells harvested from the spleen of Blimp1-GFP mice 3 days after culture with CpG or CpG plus IFNα. The culture was started at 4.0 × 10^4^ cells per 96-well-round bottom plate. M) The percentages of live cells (propidium iodide–negative cells) in (L). The data are pooled from three independent experiments performed in triplicates (B, D, E, G, I, and K–M). The data are presented as mean ± SD. ns, not significant. *P < 0.05, **P < 0.01, ***P < 0.005, and ****P < 0.001 by one-way ANOVA (B, E, G, I, L, and M) or Student's t test (D) or two-way ANOVA (K).

### Increased TLR9 expression does not promote PC differentiation of FO B cells

IFNα stimulation of both human and mouse B cells has been reported to increase *TLR9* expression (25, 26). Therefore, we hypothesized that stimulation of FO B cells with IFNα may up-regulate TLR9 expression and facilitate more PC differentiation. To test this hypothesis, we first determined when FO B cells began to differentiate into PCs under CpG plus IFNα stimulation (Fig. S3), and detected PC differentiation on day 3. We then examined TLR9 expression in FO B cells for up to 2 days after stimulation with CpG, IFNα, or CpG plus IFNα, which corresponded to the time before transition to PCs. Flow cytometry showed that on day 1, all stimuli up-regulated TLR9 expression to the same extent (Fig. 2A and B). On day 2, TLR9 expression remained high only with IFNα stimulation but decreased to unstimulated levels with CpG or CpG and IFNα stimulation (Fig. 2A and B). To more closely and directly examine the effect of TLR9 expression on the CpG-driven PC differentiation of FO B cells, we overexpressed TLR9 in FO B cells (Fig. 2C). Although FO B cells with forced TLR9 expression showed significantly higher TLR9 levels than stimulated FO B cells (Fig. 2D and E), they did not differentiate into PCs upon exposure to CpG alone (Fig. 2F and G). These data suggest that the expression levels of TLR9 do not promote the differentiation of FO B cells into PCs.

**Fig. 2.**
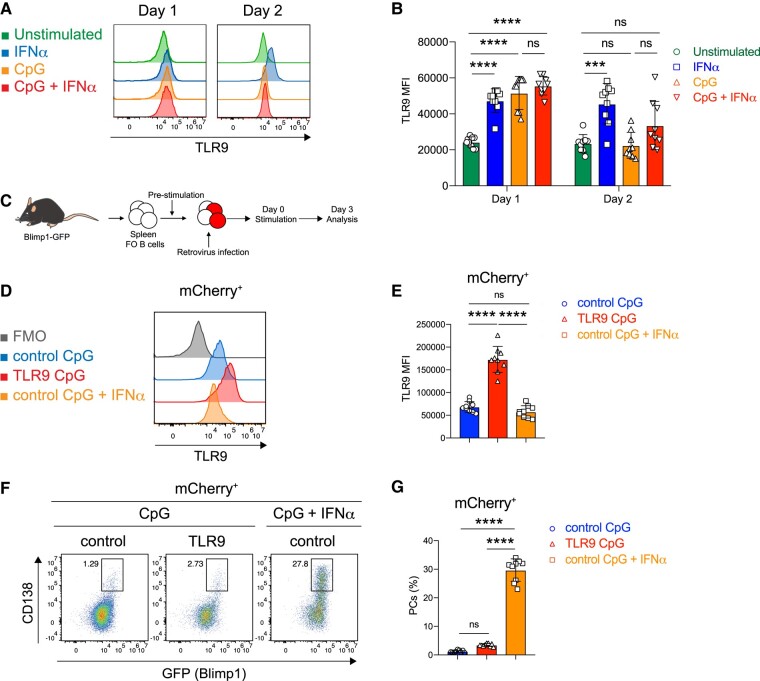
Increased TLR9 expression does not determine PC differentiation of FO B cells. A) Representative histogram of TLR9 in unstimulated FO B cells (Unstimulated) or FO B cells was stimulated with IFNα (0.1 μg/mL), CpG (1 μg/mL), or CpG (1 μg/mL) plus IFNα (0.1 μg/mL) for 1 or 2 days. B) Mean fluorescence intensity (MFI) of TLR9 in (A). C) The scheme of the experiment of FO B cells harvested from the spleen of Blimp1-GFP mice transduced with mCherry (control) or TLR9 is shown. D) Representative histogram of TLR9 in FO B cells after retroviral transduction stimulated with CpG or CpG plus IFNα. Transduced cells were identified by mCherry fluorescence. E) MFI of TLR9 expression of FO B cells in (D). F) Flow cytometry analysis of PC differentiation after retroviral transduction stimulated with CpG (1 μg/mL) or CpG (1 μg/mL) plus IFNα (0.1 μg/mL). Transduced cells were identified by mCherry fluorescence. G) The percentages of Blimp1^+^CD138^+^ cells (PCs) in (F). The data are pooled from three independent experiments performed in triplicates (B, E, and G). The data are presented as mean ± SD. ns, not significant. ***P < 0.005, and ****P < 0.001 by two-way ANOVA (B), one-way ANOVA (E and G).

### Co-stimulation of CpG and IFNα promotes and maintains high expression of IRF4

The process of PC differentiation occurs under strict control of various transcription factors, including those that suppress B cell-associated transcripts, such as *Pax5*, while activating genes that facilitate PC differentiation, such as *Irf4* and *Prdm1* (2, 27–31). IRF4 is crucial for initiating PC differentiation, and its concentration level is directly linked to this process (32–34). To understand the mechanism underlying PC differentiation by stimulation of FO B cells with CpG and IFNα, we next examined IRF4 protein and mRNA expression levels in B cells over time. Quantitative polymerase chain reaction analysis revealed that the levels of the *Irf4* transcript increased with CpG stimulation but were significantly enhanced with concurrent stimulation of IFNα (Fig. 3A). Flow cytometry showed that IRF4 protein expression in FO B cells transiently increased after stimulation with CpG alone but was not maintained or decreased (Fig. 3B and C). In contrast, stimulation with CpG and IFNα markedly increased and maintained IRF4 levels. These findings strongly suggest that the effects of IFNα in TLR9-activated FO B cells may involve increasing IRF4 expression to the levels required for PC differentiation. We then hypothesized that enhancing and maintaining IRF4 concentrations could induce PC differentiation with CpG stimulation alone. To test this, IRF4 was retrovirally overexpressed in FO B cells stimulated with CpG alone (Figs. 3D and S4A). We observed that enhancement of IRF4 expression enabled FO B cells to give rise to PCs after CpG stimulation, in comparison with mock cells stimulated with CpG and IFNα (Fig. 3E and F). Additionally, the forced expression of IRF4 in CpG + IFNα-stimulated FO B cells further enhanced PC differentiation (Fig. S4B–E). These data suggest that IFNα is a key to promoting and maintaining high levels of IRF4 expression in TLR9-activated FO B cells, allowing PC generation.

**Fig. 3.**
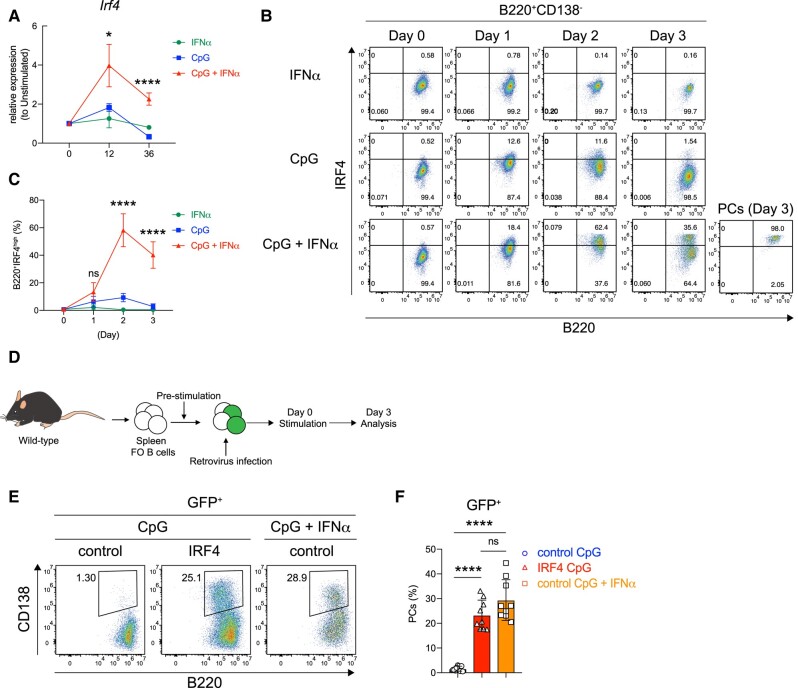
Co-stimulation of CpG and IFNα promotes and maintains high expression of IRF4. A) Real-time PCR analysis of *Irf4* after FO B cells was stimulated with IFNα (0.1 μg/mL), CpG (1 μg/mL), or CpG (1 μg/mL) plus IFNα (0.1 μg/mL). B) Representative flow cytometry plots of FO B cells harvested from the spleen of wild-type mice 1–3 days after culture with IFNα, CpG, or CpG plus IFNα. The percentages of each fraction are shown. C) The percentage of B220^+^IRF4^high^ cells in (A). D) The scheme of the experiment of FO B cells transduced with GFP (control) or IRF4 is shown. E) Flow cytometry analysis of PC differentiation after retroviral transduction. Transduced cells were identified by GFP fluorescence. F) The percentages of PCs in (E). The data are representative of three independent experiments performed in triplicates (A) or pooled from three independent experiments performed in triplicates (C and F). The data are presented as mean ± SD. ns, not significant. *P < 0.05, and ****P < 0.001 by two-way ANOVA (A and C) or one-way ANOVA (F).

### Unique gene expression profile in FO B cells stimulated with CpG and IFNα

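The RNA of FO B cells sorted from mouse spleen was profiled in 4 groups of 3 samples each: unstimulated cells, and cells stimulated for 12 h with IFNα at 0.1 μg/mL, with CpG at 1 μg/mL, or with both. CpG is a synthetic oligodeoxynucleotide that is sensed by TLR9, and IFNα is a type I interferon. The legend of Fig. 4 gives CpG at 1 μg/mL for both groups that received it, whereas the legend of Fig. S5 gives 0.1 μg/mL for CpG plus IFNα. The paper's text does not state whether the unstimulated cells were kept in culture for 12 h. The libraries were made by bulk RNA barcoding (BRB) sequencing, in which an oligo(dT) primer adds a sample barcode and a unique molecular identifier (UMI) to the 3′ end of each transcript. Counts therefore stand for molecules near the 3′ end and do not grow with transcript length. The authors mapped the reads to GRCm38 with HISAT2, assigned them to genes with FeatureCounts, removed UMI duplicates, and extended the annotated Tlr9 gene by 3 kb. The deposited table holds the resulting UMI counts of 22561 genes without normalization, of which 2220 genes had no count in any sample. The total per sample was between 922450 and 1103064 counts in unstimulated cells (median 1098670), between 1067324 and 1689570 with IFNα (median 1351378), between 1393018 and 1985810 with CpG (median 1645907), and between 1884673 and 2923865 with CpG + IFNα (median 1900101). Totals thus differed between the groups, and a gene near 3 counts per sample could not be measured reliably at this depth. All 12 pairs of replicates differed by more than counting noise (chi-square per degree of freedom from 2.02 to 7.00), so no sample was a copy of another. Counts were normalized here by edgeR's TMM method, and all 12 samples were fitted together by its quasi-likelihood test over the 9431 genes that passed its filter on low counts. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 2, the thresholds in the legends of Fig. 4 and Fig. S5. The methods of the paper write a log2 fold change over 2 in place of 1.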

To identify the pathways that alter IRF4 expression in FO B cells, we sorted FO B cells, stimulated them with CpG, IFNα, and CpG plus IFNα for 12 h prior to the onset of PC differentiation, and conducted an RNA-Seq analysis (Fig. 4A). 

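Against unstimulated cells, IFNα alone gave 430 up-regulated and 384 down-regulated DEGs by edgeR's quasi-likelihood test. CpG alone gave 1898 up-regulated and 2405 down-regulated DEGs, and CpG + IFNα gave 1916 and 2413. With a log2 fold change over 2, the alternative that moved these numbers most, the DEGs were 161 and 90 for IFNα, 539 and 1138 for CpG, and 604 and 1222 for CpG + IFNα. With each sample left out in turn, IFNα alone had between 421 and 453 up-regulated and between 373 and 510 down-regulated DEGs. The DEGs with the smallest p-values and no overlap between the replicates were Ifit3 (chromosome 19, 34583531 to 34588731 of GRCm38), Slfn5 and Irf7 among those up-regulated by IFNα. Ifit3 rose from 12.6 ± 5.56 (SD, n = 3) to 1376 ± 118 (SD, n = 3) normalized CPM, a log2 fold change of 6.73 (standard error 0.20, adjusted p = 4.14e-23 from edgeR). The log2 fold changes of Slfn5 and Irf7 were 5.03 and 4.83. The immediate-early genes Fos, Fosb and Junb led the genes that were lower with IFNα, with log2 fold changes of -7.95, -6.63 and -3.96. Fos (chromosome 12, 85473890 to 85477273) was also lower with CpG than in unstimulated cells, at a log2 fold change of -7.67, and with CpG + IFNα, at -8.20. Mean normalized CPM of Fosb and Junb was likewise lower in all 3 stimulated groups. Culture, or sorting shortly before lysis in the unstimulated cells, could give this pattern. The fall of these genes therefore cannot be assigned to IFNα or CpG. Among the genes up-regulated by CpG, Ybx3 and Nfkbiz had log2 fold changes of 3.48 and 3.26. The class II genes H2-Eb1 and H2-Aa had log2 fold changes of -5.45 and -5.38 with CpG, and of -5.92 and -5.88 with CpG + IFNα. These are members of a multigene family, whose reads the counting could have divided between neighboring copies. Cxcl10 and Rps27l were up-regulated by CpG + IFNα with log2 fold changes of 6.47 and 3.41.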

FO B cells stimulated with IFNα, CpG, and CpG plus IFNα showed differentially expressed genes (DEGs; Fig. S5A–C). 

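PCA was carried out on log2(CPM + 4) of the 1000 genes with the largest standard deviation over the 12 samples, without scaling of the genes. PC1 held 80.01% of the variance and PC2 held 15.6%. The axes were turned so that CpG + IFNα lies on the negative side of both. PC1 separated the samples with CpG from those without it. Its mean score was 42.5 ± 1.17 (SD, n = 3) in unstimulated cells and 42.7 ± 1.81 (SD, n = 3) with IFNα, against -42.7 ± 0.614 (SD, n = 3) with CpG and -42.5 ± 2.43 (SD, n = 3) with CpG + IFNα. PC2 separated the samples with IFNα from those without it, with mean scores of 21.5 ± 2.13 in unstimulated cells, -21.4 ± 1.32 with IFNα, 15.7 ± 0.483 with CpG and -15.8 ± 0.180 with CpG + IFNα (SD, n = 3 each). The distance between CpG and CpG + IFNα was 31.5, which is 6.55 times the largest distance between replicates of any group, 4.80. This ratio was lowest, at 3.64, when all 9431 genes entered the PCA. Hierarchical clustering by correlation distance and average linkage, divided into 4 clusters, placed 12 of 12 samples with their own group.

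**Figure D1:**
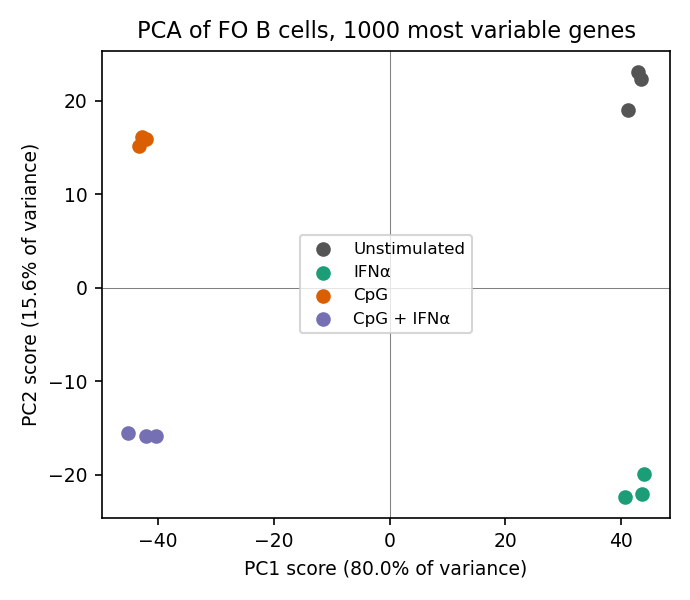
PC1 score (x axis) against PC2 score (y axis) of the 12 samples of FO B cells, with 1 point per sample and 1 color per group. CpG + IFNα lies near -42.5 on PC1, where CpG also lies, and near -15.8 on PC2, on the side of IFNα.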

Principal component analysis (PCA) revealed that FO B cells stimulated with CpG and IFNα were clearly distinguished from those stimulated with CpG or IFNα (Fig. 4B). To identify the most important pathways for PC differentiation, we determined which genes were differentially expressed in each sample. Gene ontology (GO) analysis of genes from PCA, in which both PC1 and PC2 had PC score <0, suggests that they contribute significantly to the stimulation of CpG plus IFNα, indicated by the high enrichment of several biological processes (Fig. 4C and D). 

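Loadings were used here as the score of a gene. The loadings of 145 of the 1000 genes were below 0 on both PC1 and PC2, 139 genes were below 0 on PC1 only, and 257 on PC2 only. Among the 145 genes, 16 were up-regulated in CpG + IFNα compared with CpG. Of the 150 genes among the 1000 that were up-regulated in that comparison, 148 had a negative loading on PC2. A list of interferon-stimulated genes had 40 members among the 1000. All 40 were negative on PC2, and 2 of them, Cxcl10 and Bst2, were negative on both components. Variation along PC2 was concentrated in few genes, since 46 genes carried 50% of its squared loadings, whereas 279 genes were needed on PC1. The number of genes negative on both components was between 121 and 186 with each sample left out in turn. Terms of GO were not analysed here.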

We presented a heat map displaying DEGs up-regulated by CpG and CpG + IFNα stimulation (Fig. 4E and Table S1). 

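CpG + IFNα compared with CpG gave 278 up-regulated and 190 down-regulated DEGs by edgeR's quasi-likelihood test. A log2 fold change over 2 left 150 and 15. With each sample left out in turn, between 257 and 298 genes were up-regulated and between 152 and 233 were down-regulated. The up-regulated genes with the smallest p-values were Isg20, Cxcl10, Zbp1, Isg15 and Ifitm3. Isg20 (chromosome 7, 78913424 to 78920396 of GRCm38) rose from 13.4 ± 1.19 (SD, n = 3) normalized CPM with CpG to 498 ± 33.9 (SD, n = 3) with CpG + IFNα, a log2 fold change of 5.20 (standard error 0.15, adjusted p = 7.49e-23 from edgeR). Cxcl10 (chromosome 5, 92346638 to 92348889) rose from 2.24 ± 0.791 (SD, n = 3) to 341 ± 37.1 (SD, n = 3), a log2 fold change of 7.24 (standard error 0.24, adjusted p = 1.76e-21 from edgeR). The log2 fold changes of Zbp1 and Ifitm3 were 5.62 and 5.84. Ifitm3 belongs to a family of similar genes, among which reads could have been divided. The down-regulated genes with the smallest p-values changed less. Cd36 (chromosome 5, 17781690 to 17888801) was reduced from 167 ± 1.99 (SD, n = 3) to 42.4 ± 2.92 (SD, n = 3) normalized CPM, a log2 fold change of -1.98 (standard error 0.13, adjusted p = 4.82e-14 from edgeR). Klhl6, Lbh, Ly6d and Lynx1 followed, with log2 fold changes of -2.34, -1.86, -1.19 and -1.46. Of these 5 genes, Klhl6 alone stayed a DEG with a log2 fold change over 2. Among the 278 up-regulated genes, 189 were also up-regulated by IFNα alone. The median log2 fold change of the 278 genes in CpG compared with unstimulated cells was -1.64. Of these genes, 181 were down-regulated DEGs in that comparison.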

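The 278 genes up-regulated in CpG + IFNα compared with CpG were compared with gene sets of Reactome, a database of pathways, in place of GO terms. Entrez identifiers were found for 269 of these genes and for 9142 of the 9431 genes tested, which served as the background. The Interferon Signaling set held 36 up-regulated genes where 2.62 were expected by chance (odds ratio 25.7, adjusted p = 1.32e-31, two-sided Fisher's exact test adjusted over 7 sets). The Immune System set held 60 where 16.2 were expected (odds ratio 4.89, adjusted p = 6.12e-19, same exact test). The Metabolism set held fewer up-regulated genes than expected, 8 against 24.5 (odds ratio 0.299, adjusted p = 0.000213, same exact test). These 8 genes were Sdc3, Ext1, B4galt5, Helz2, Psmb9, Nt5c3, Car13 and Dck. This set is not the GO term for metabolic processes, so its result does not test the paper's GO analysis. The Cell Cycle set held 2, Psmb9 and Cdkn1a, where 11.5 were expected (adjusted p = 0.00192, same exact test), and the set for amino acid metabolism held 1, Psmb9, where 3.27 were expected (adjusted p = 0.539, same exact test). None of the up-regulated genes belonged to the 25 genes of mTOR signalling or to the 19 of cholesterol biosynthesis, sets too small for this to differ from chance. None of the 7 sets was over- or underrepresented among the down-regulated genes, where the smallest adjusted p was 0.69. Gene lists fixed in advance were also tested with camera, which compares a list with all other genes. The list of 41 interferon-stimulated genes had a median log2 fold change of 4.22, or 3.87 with the 4 genes at or under 3 counts in CpG set to their limit (adjusted p = 2.45e-109 from limma's camera), and 40 of the genes were DEGs. The exception was Ly6e. The adjusted p was under 0.1 for 40 genes over all genes tested, and for 40 adjusted over the list alone. MHC class I and antigen presentation genes were higher in 21 of 21 cases, with a median log2 fold change of 1.19 (adjusted p = 1.06e-37 from limma's camera). Of these 21 genes, 20 had an adjusted p under 0.1 over all genes tested, and 20 adjusted over the list alone. Of the 12 lists with an adjusted p under 0.1 in this comparison, 5 also had one under fry and under camera with an estimated correlation, among them these 2 and the lists of cholesterol synthesis genes and NF-κB targets.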

The GO analysis revealed that the enriched genes were associated with biological events, such as “the response to stimuli,” “metabolic processes,” and “immune system processes” (Fig. 4F). Since the results of both pathway analyses included metabolic processes involved in PC differentiation (16, 25, 35, 36), we confirmed their expression by qPCR analysis for representative genes and focused on them (Fig. 4G–I and Table S2), specifically mTOR.

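The paper took Isg15, Usp18 and Cdkn1a from the pathway analyses of these RNA-Seq data as representative genes for qPCR, so their up-regulation in the RNA-Seq data is not independent evidence. Isg15 (chromosome 4, 156199424 to 156200818 of GRCm38) had 7.59 ± 1.30 (SD, n = 3) normalized CPM with CpG and 545 ± 53.7 (SD, n = 3) with CpG + IFNα, a log2 fold change of 6.12 (standard error 0.21, adjusted p = 3.66e-21 from edgeR's quasi-likelihood test). Usp18 (chromosome 6, 121245906 to 121270917) rose from 9.31 ± 4.78 (SD, n = 3) to 330 ± 31.6 (SD, n = 3), a log2 fold change of 5.13 (standard error 0.21, adjusted p = 1.33e-19 from edgeR). Cdkn1a (chromosome 17, 29090976 to 29100727) rose from 102 ± 30.5 (SD, n = 3) to 256 ± 45.6 (SD, n = 3), a log2 fold change of 1.34 (standard error 0.16, adjusted p = 6.34e-08 from edgeR). Cdkn1a was no longer a DEG when the fold change of 2 was part of the test. IFNα without CpG also raised Isg15, Usp18 and Cdkn1a, with log2 fold changes of 5.06, 4.81 and 1.51. RNA of Mtor, Rps6 and Tsc1 did not differ detectably between CpG + IFNα and CpG, with log2 fold changes of 0.15, 0.01 and -0.07, whose sign changed under some alternatives. Lists of metabolic genes moved little in the same comparison. The median log2 fold change was -0.03 for 40 components and regulators of mTORC1 (adjusted p = 0.21 from limma's camera; the sign of the median changed without rRNA and mitochondrial genes), -0.22 for 19 glycolysis genes (adjusted p = 0.0841), 0.16 for 29 ATF4 targets of amino acid metabolism (adjusted p = 0.00351) and -0.33 for 21 cholesterol synthesis genes (adjusted p = 0.0018). The glycolysis and ATF4 lists had an adjusted p of 0.41 and 0.298 from camera with an estimated correlation. Between CpG + IFNα and CpG, the adjusted p was under 0.1 over all genes tested for 10 mTORC1, 3 glycolysis, 8 ATF4 and 6 cholesterol genes, and for 12, 5, 8 and 9 adjusted over the list alone. The fry test, which does not compare a list with other genes, gave an adjusted p of 0.0013 for the mTORC1 list, in the direction of lower expression with CpG + IFNα (24 of 40 genes lower). Phosphorylation is not measured by these counts. The paper states that metabolic processes appeared in both pathway analyses, and on this basis it turned to mTOR.

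**Figure D2:**
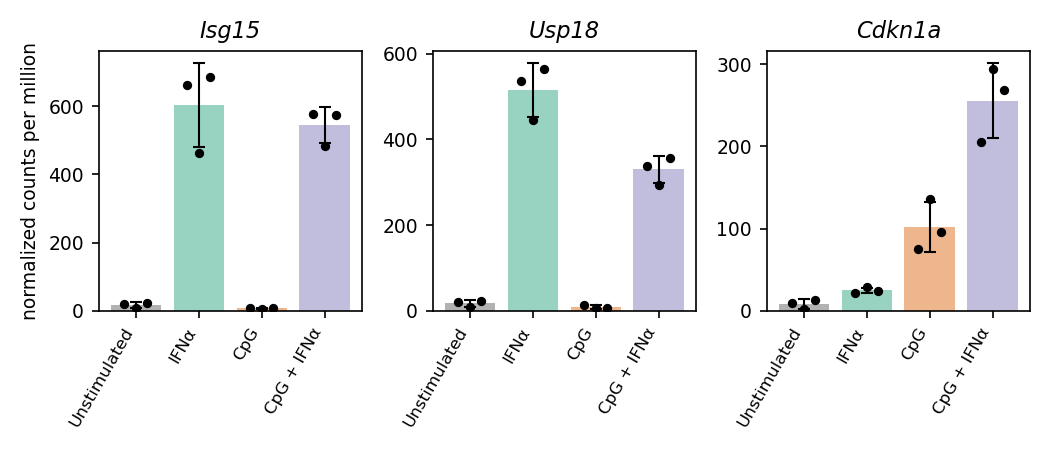
Normalized CPM (y axis, from 0) of Isg15, Usp18 and Cdkn1a in the 4 groups of FO B cells. Bars are means, error bars are SD and points are the 3 samples of each group. Isg15 rises from 7.59 with CpG to 545 with CpG + IFNα, and Cdkn1a from 102 to 256.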

**Fig. 4.**
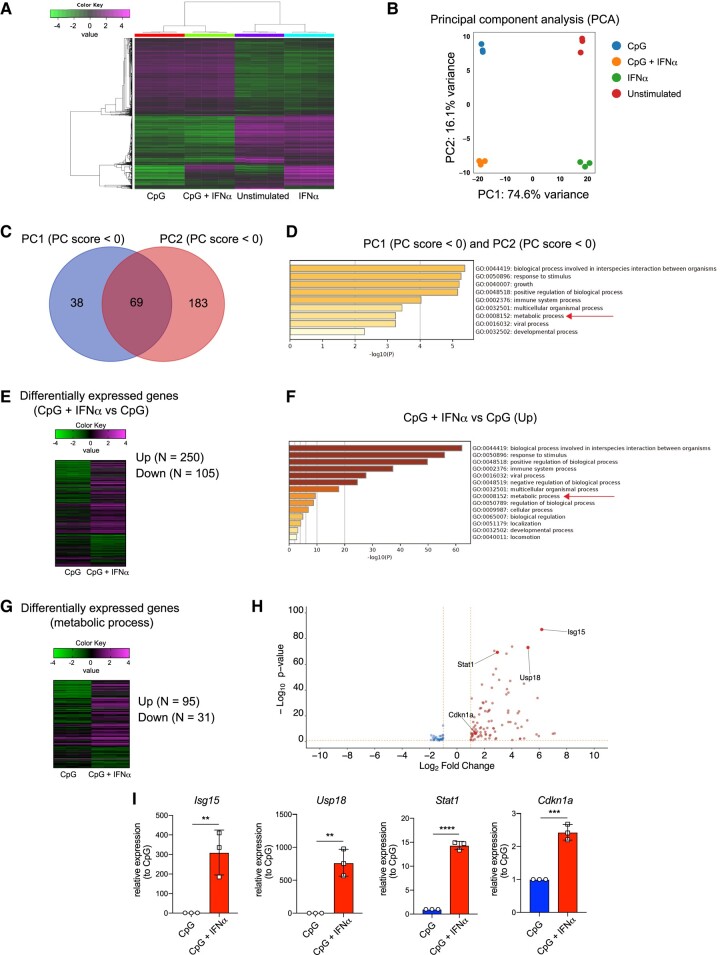
Unique gene expression profile in FO B cells was stimulated with CpG and IFNα. A) RNA-seq heat map of DEGs from sorted splenic FO B cells unstimulated (Unstimulated) or stimulated with IFNα (0.1 μg/mL), CpG (1 μg/mL), or CpG (1 μg/mL) plus IFNα (0.1 μg/mL) for 12 h. The 1,000 most variable genes are shown. B) PCA of (A). C) Venn diagram of PC1 (PC score <0) and PC2 (PC score <0) in (B). D) The top-level GO biological processes of both PC1 (PC score <0) and PC2 (PC score <0) in (C) by Metascape. E) Heat map of DEGs of CpG plus IFNα vs. CpG. False discovery rate (FDR) cutoff <0.1, fold change >2. F) The top-level up-regulated-GO biological processes of (E) by Metascape. G) Heat map of DEGs of CpG plus IFNα vs. CpG. FDR cutoff <0.1, fold change >2. H) Volcano plot of (G) *P*-value cutoff <0.1, log_2_ fold change >1. I) Real-time PCR analysis of *Isg15*, *Usp18*, *Stat1*, and *Cdkn1a* after FO B cells were stimulated for 12 h with CpG or CpG plus IFNα. The data are representative of two independent experiments performed in triplicates (I). The data are presented as mean ± SD. ns, not significant. **P < 0.01, ***P < 0.005, and ****P < 0.001 by Student's t test (I).

### mTOR promotes up-regulation of IRF4 and enables FO B cells to undergo PC differentiation

We hypothesized that IFNα stimulation of FO B cells activated through TLR9 would alter the mTOR pathway, leading to increased expression of IRF4 and subsequent differentiation into PCs. Activated mTOR phosphorylates ribosomal protein S6, which ultimately affects various cellular processes in many cells, including B cells (37–41). We observed that stimulation with CpG plus IFNα resulted in greater enhancement of the phosphorylation of S6 (pS6) than stimulation with CpG alone (Fig. 5A and B). Even when the concentration of CpG was increased, pS6 was not enhanced by stimulation with only CpG (Fig. S6A). Additionally, the percentage of pS6-positive cells that are IRF4 positive was much higher with the addition of IFNα (Fig. 5C and D). This phenomenon was observed even at earlier stimulation times before IRF4 was detected (Fig. 5E and F). These findings suggest that IFNα may promote signaling to S6 downstream mTOR in CpG-activated FO B cells.

**Fig. 5.**
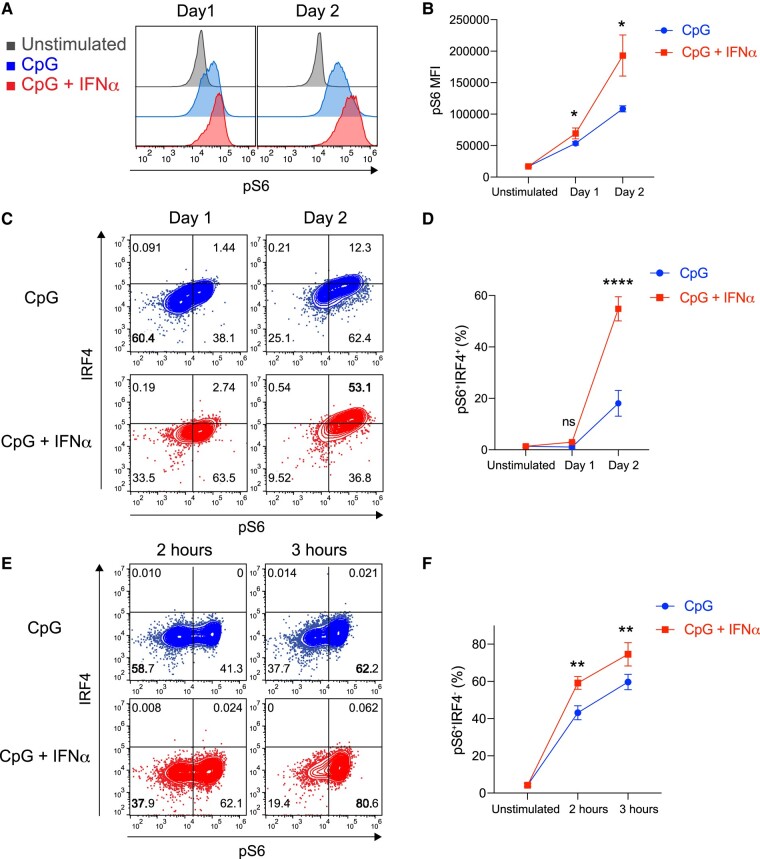
mTORC1 promotes up-regulation of IRF4 and enables FO B cells to PC differentiation. A) Representative histogram of pS6 in FO B cells unstimulated (Unstimulated) or stimulated with CpG (1 μg/mL) or CpG (1 μg/mL) plus IFNα (0.1 μg/mL). B) MFI of pS6 in (A). C) Representative flow cytometry plots of FO B cells harvested from the spleen of wild-type mice 1 or 2 days after culture with CpG or CpG plus IFNα. D) The percentages of pS6^+^IRF4^+^ in (C). E) Representative flow cytometry plots of FO B cells harvested from the spleen of wild-type mice 2 or 3 h after culture. The percentages of FO B cells in each fraction are shown. F) The percentages of pS6^+^IRF4^−^ cells in (E). The data are representative of three independent experiments performed in triplicates (B, D, and F). The data are presented as mean ± SD. ns, not significant. *P < 0.05, **P < 0.01, and ****P < 0.001 by Student's t test (B, D, and F).

### Inhibition of mTORC1 prevents differentiation of FO B cells when stimulated with CpG and IFNα

To determine whether mTORC1 is required for IRF4 expression and PC differentiation after CpG and IFNα stimulation, FO B cells were stimulated with CpG and IFNα in the presence of rapamycin, an inhibitor of the mTORC1 pathway. Two hours after stimulation, rapamycin inhibited pS6 (Fig. 6A and B). In FO B cells stimulated with CpG and IFNα, treatment with rapamycin markedly reduced IRF4 expression (Fig. 6C and D). Further analysis showed that rapamycin inhibited the differentiation of IRF4^+^CD138^+^ PCs (Fig. 6E–G). It should be noted that rapamycin inhibits FO B-cell proliferation after stimulation with CpG and IFNα (Fig. S7A and B). As PC differentiation from FO B cells is associated with cell division, we investigated whether rapamycin inhibits IRF4 expression independently of cell division. We found that CpG + IFNα stimulation leads to increased IRF4 expression in FO B cells even before cell division, and rapamycin can inhibit IRF4 expression in nondivided FO B cells (Fig. 6H–J). We also observed that retroviral overexpression of IRF4 failed to abrogate the inhibitory effect of rapamycin on PC differentiation (Fig. S7C–G). These data suggest that rapamycin inhibits the differentiation of PC from FO B cells by affecting both cell division and IRF4 expression. In addition to mTORC1 signaling, inhibition of phosphatidylinositol-3 kinase (PI3K) and the protein kinase v-akt murine thymoma viral oncogene homolog (Akt) decreased PC differentiation after CpG and IFNα stimulation (Fig. S7H–J). These results suggest that PI3K/Akt/mTOR signaling is required for up-regulation and maintenance of IRF4 and PC differentiation in FO B cells co-stimulated with CpG and IFNα.

**Fig. 6.**
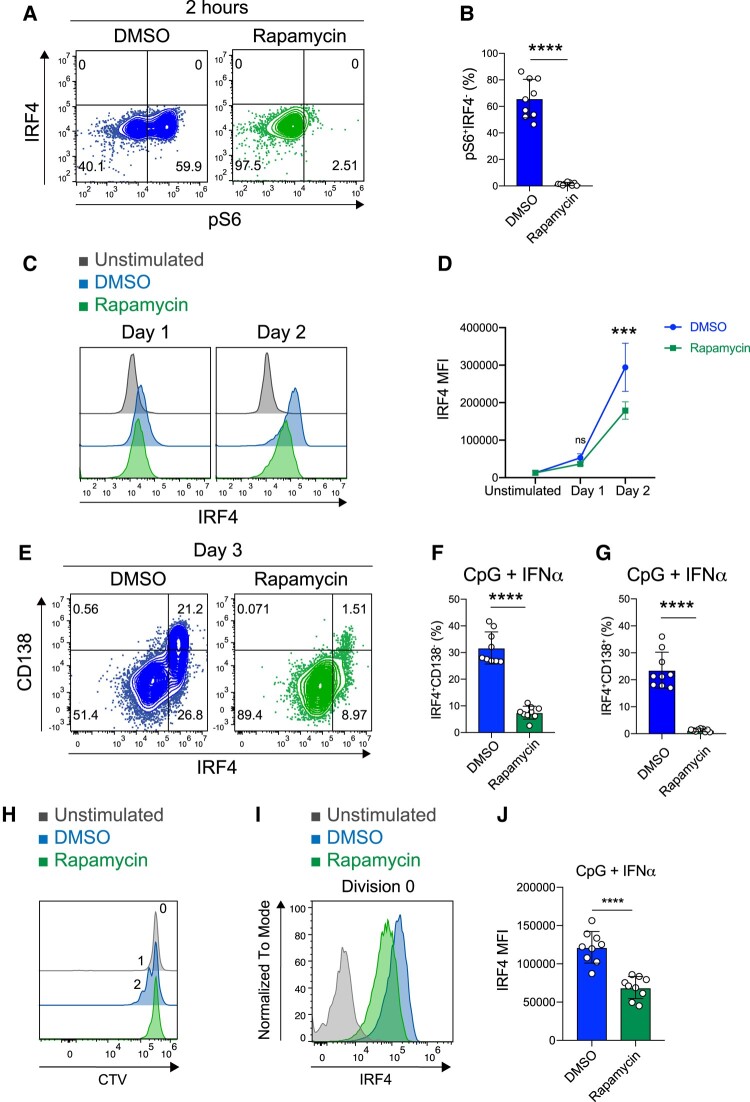
Inhibition of mTORC1 prevents differentiation of FO B cells when stimulated with CpG and IFNα. A) Representative flow cytometry plots of FO B cells were stimulated for 2 hours with CpG (1 μg/mL) plus IFNα (0.1 μg/mL) in the presence of dimethyl sulfoxide (DMSO) or rapamycin (mTORC1 inhibitor). The percentages of B cells in each fraction are shown. B) The percentages of pS6^+^IRF4^−^ cells in (A). C) Representative histogram of IRF4 in unstimulated FO B cells (Unstimulated) or FO B cells was stimulated with CpG plus IFNα in the presence of DMSO or rapamycin. D) MFI of IRF4 in (C). E) Representative flow cytometry plots of FO B cells were stimulated for 3 days with CpG plus IFNα in the presence of DMSO or rapamycin. The percentages of FO B cells in each fraction are shown. F and G) The percentages of IRF4^+^CD138^−^ (F) or IRF4^+^CD138^+^ (G) in (E). H) Representative histogram of the proliferation of splenic FO B cells labeled with CTV and stimulated for 2 days with CpG plus IFNα in the presence of DMSO or rapamycin. I) Representative histogram of IRF4 in division 0 of (H). J) MFI of IRF4 in (I). The data are pooled from three independent experiments performed in triplicates (B, F, G, and J) or representative of three independent experiments performed in triplicates (D). The data are presented as mean ± SD. ns, not significant. ***P < 0.005 and ****P < 0.001 by Student's t test (B, D, F, G, and J).

## Discussion

While TLR9 is expressed in various mature B-cell populations, including MZ B cells and FO B cells, MZ B cells have been shown to possess the ability to differentiate into PCs upon CpG stimulation. Intriguingly, this capability is not shared by FO B cells, despite expressing TLR9. In this study, we demonstrated that FO B cells can differentiate into PCs upon CpG stimulation in the presence of IFNα. Notably, IFNα sustained high expression levels of IRF4, a key factor in PC differentiation, in FO B cells. Mechanistically, co-stimulation of CpG and IFNα markedly enhanced mTORC1 signaling, a pathway essential for IRF4 expression and PC generation.

TLR9 agonists have been reported to promote B-cell proliferation and may be effective as vaccine adjuvants. Some studies have suggested that TLR9 signaling induces the differentiation of B cells into antibody-secreting cells (42); however, the findings of experiments involving in vitro stimulation of splenic B cells should be interpreted carefully. Consistent with our results, several studies have reported that FO B cells rarely differentiate into PCs upon CpG stimulation in vitro, whereas MZ B cells do (14, 23). Our findings showing that IFNα enables FO B cells to generate PCs have essential implications for the existing understanding of these cells. In situations such as infections or vaccinations, plasmacytoid dendritic cells may be activated via TLR9 to produce IFNα. When a TLR9 ligand and IFNα are combined, they can stimulate FO B cells to differentiate into PCs. This process can be beneficial during acute infections, as it allows for rapid production of antibodies.

In the context of autoimmunity, since TLR9 is involved in self-DNA recognition (7, 8), it is likely that autoreactive FO B cells are stimulated by TLR9 and induce PC differentiation in an elevated IFNα environment. Autoimmune diseases, such as SLE, are associated with elevated levels of type I interferons and increased expression of genes regulated by them in B cells, which contribute to pathogenesis (19). TLR9 activation alone limits the differentiation of FO B cells into PCs, but elevated IFNα levels may alter this fate and promote the differentiation of these B cells into PCs. Therefore, low levels of IFNα in the healthy or uninfected state may prevent harmful FO B cells from differentiating into PCs when stimulated by TLR9.

The process of PC differentiation occurs under the strict control of various transcription factors, including those that suppress B cell-associated transcripts, such as *Pax5*, while activating genes that facilitate PC differentiation, such as *Irf4* and *Prdm1* (2, 27–30). IRF4 plays a crucial role in initiating PC differentiation, and high concentrations of IRF4 can lead to successful differentiation (32–34). Similar to the differentiation outcomes observed in PCs, TLR9 stimulation up-regulates the *Prdm1* gene (14, 23, 24) and Blimp1 protein in MZ B cells but not in FO B cells. However, the addition of IFNα resulted in the up-regulation of Blimp1 expression in FO B cells. Interestingly, our findings indicate that CpG stimulation transiently increased IRF4 expression in FO B cells, but co-stimulation with CpG and IFNα resulted in sustained and stronger expression. Since the accumulation of IRF4 in activated B cells promotes the generation of PCs, TLR9 signaling alone is insufficient to increase IRF4 concentrations in FO B cells. Consistent with this finding, our data indicate that the overexpression of IRF4 causes FO B cells to give rise to PCs upon CpG stimulation alone. These findings suggest that the critical role of IFNα is to generate the necessary levels of IRF4 for PC differentiation.

Although IFNα signals regulate high IRF4 concentration in TLR9-activated FO B cells, IFNα stimulation alone does not induce IRF4 expression. IFNα regulates or synergizes the TLR9 signaling pathway (25, 26). *Irf4* gene expression is controlled by several pathways, such as the nuclear factor kappa B (NF-κB), PI3K, Akt, and mTOR axis (32, 43, 44). In the present study, co-stimulation with TLR9 agonist and IFNα enhanced pS6 expression in FO B cells before increasing IRF4 expression, while treatment with rapamycin, mTORC1 inhibitor, suppressed pS6 and IRF4 expression, resulting in reduced PC differentiation. Previous studies have shown that the mTOR pathway is crucial for PC differentiation (16, 24, 35, 36, 37). In addition, the inactivation of Tsc1, which suppresses mTORC1 activity, enables FO B cells to differentiate into PCs upon stimulation with CpG alone (24). These findings suggest that activation of the mTORC1 pathway may be crucial for PC differentiation from TLR9-activated FO B cells. Furthermore, the mTORC1 pathway is involved in IRF4 expression in several cell types, including TCR-stimulated CD8^+^ T cells (45) and LPS-stimulated B cells (43). Thus, although the exact points of intersection remain unclear, the engagement of both TLR9 and IFNα receptors enhances the mTOR pathway and subsequent sustained IRF4 expression, which likely plays a role in the transition of FO B cells to PCs. However, we do not exclude the possibility that IFNα provides a unique signal that is lacking in the downstream signaling pathway of TLR9 for PC differentiation. Future studies will help further define the signaling pathway(s) leading to PC transition from TLR9-activated FO B cells.

## Materials and methods

### Mice

C57BL/6 mice were purchased from CLEA Japan. *Prdm1*^gfp/+^ mice (46) have been described previously. Mice were bred and maintained under specific-pathogen-free conditions and used at 7 to 12 weeks of age. All studies and procedures were approved by the Animal Experiment Committee of Kyushu University. All animal experiments were conducted in accordance with the ARRIVE guidelines and the ethical guidelines of Kyushu University.

### Antibodies

For flow cytometry or cell sorting, single-cell suspensions prepared from spleen or lymph nodes, or cultured B cells were stained with the following biotin- or fluorochrome-conjugated antibodies purchased from BioLegend, BD Bioscience, eBioscience, or Cell Signaling Technology: biotin-conjugated anti-CD23 (B3B4); allophycocyanin (APC)-conjugated anti-streptavidin, anti-CD138 (281-2), anti-CD93 (AA4.1), and Alexa647-conjugated anti-IRF4 (3E4); brilliant violet (BV421)-conjugated anti-CD138 (281-2); phycoerythrin (PE)-conjugated anti-CD19 (6D5), anti-CD23 (B3B4), anti-IRF4 (3E4), anti-TLR9 (J15A7), phospho-S6 (pS6) ribosomal protein (Ser235/236) (D57.2.2E); PE-cyanine 7 (PE-Cy7)-conjugated anti-B220 (RA3-6B2), anti-CD21/35 (7E9), fluorescein isothiocyanate (FITC)-conjugated anti-B220 (RA3-6B2), and APC-Cy7-conjugated anti-CD19 (6D5) were used.

### Flow cytometry

Tissues were disrupted by passing through a nylon mesh (Kyoshin Ricoh). After red blood cell lysis with ammonium chloride potassium buffer, cells were incubated with an anti-CD16/CD32 (2.4G2; BD Pharmingen) to reduce nonspecific labeling of the cells before staining. Single cells were stained with fluorophore-labeled antibodies. For intracellular staining, splenocytes were fixed and permeabilized with Intracellular Fixation and Permeabilization Buffer set (eBioscience) or Foxp3 Staining Buffer Set (eBioscience) before intracellular staining with PE-conjugated anti-TLR9, anti-IRF4, pS6, Alexa647-conjugated anti-IRF4, and then analyzed on Cytoflex (Beckman Coulter). The data were acquired on a Cytoflex (Beckman Coulter) and analyzed with FlowJo software (Tree Star).

### Sorting and isolation of B cells

Cell sorting was done on a FACS Melody (BD Biosciences). For isolation of B220^hi^CD19^+^AA4.1^−^CD23^+^CD21^mid^ FO B cells and B220^hi^ CD19^+^AA4.1^−^CD23^−^CD21^hi^ MZ B cells, splenocytes were stained with FITC-anti-B220, APC-Cy7-anti-CD19, APC-anti-CD93, PE-anti-CD23, and PE-Cy7-anti-CD21/35.

For B-cell isolation, splenic B cells were purified by negative selection of CD43^+^ cells with anti-CD43 magnetic beads (Miltenyi Biotec). Following the negative selection of CD43^−^ B cells, for CD23^+^ B-cell isolation, CD43^−^ B cells were purified by the positive selection of CD23^+^ cells Streptavidin magnetic beads (Miltenyi Biotec) after being stained with biotin-anti-CD23. The enriched B-cell population was >95% positive for CD19 staining.

### Cell culture and stimulation

For B-cell stimulation assays, purified B cells (2 × 10^5^ cells/mL) were cultured in Rosewell Park Memorial Institute (RPMI) 1640 medium supplemented with 10% (vol/vol) fetal calf serum (FCS), β-mercaptoethanol, L-glutamine, 4-(2-hydroxyethyl)-1-piperazine ethanesulfonic acid (HEPES), non-essential amino acids (NEAA), L-sodium pyruvate solution, and penicillin–streptomycin. B cells were stimulated with 1 μg/mL of CpG oligodeoxynucleotides (ODN1826; InvivoGen) and 0.1 μg/mL of IFNα (BioLegend) or 0.1 μg/mL of universal type I IFN (BioLegend) or 0.1 μg/mL of IFNβ (BioLegend) or 0.05 μg/mL of IFNγ (BioLegend) for 3 days in 48- or 96-well plates at 37 °C. Small-molecule inhibitors of mTORC1 (Rapamycin; MedChemExpress; 5 nM), PI3K (LY294002; EMD Millipore; 5 μM), and Akt (API-1; Calbiochem; 500 nM) were added to the cells at the time of activation.

### Proliferation assay

Isolated B cells were labeled with 20 μM Cell Trace Violet (CTV; Invitrogen) for 5 min at room temperature. The cells were stimulated with CpG and IFNα for 3 days at 37 °C. Cells were stained with zombie NIR Fixable Viability Kit (BioLegend) and then the percentages of viable-and CTV-diluted B cells were assessed by Cytoflex (Beckman Coulter). The Division Index is the average number of cell divisions undergone by the cells of the original population (47). The data were analyzed with FlowJo software (Tree Star).

### ELISA and ELISpot assay

Total immunoglobulin M (IgM) was measured by ELISA with a plate coated with 0.5 μg/mL anti-IgM and then detected with horseradish peroxidase–conjugated anti-goat IgM Abs (Southern Biotech). ELISpot assay plates (Millipore MSHAN4B50) were coated with capture goat anti-IgM antibody (Southern Biotech 1021-01) at 0.5 μg/mL and blocked with complete growth media (RPMI, 10% FCS, β-mercaptoethanol, L-glutamine, HEPES, NEAA, L-sodium pyruvate solution, and penicillin–streptomycin). About 1 × 10^4^ stimulated FO B cells were plated on the top wells and serially triple-diluted and incubated overnight. Biotinylated goat anti-IgM AP (Southern Biotech 1020-04) capture antibody was used at 0.1 μg/mL. Spots were developed using 5-bromo-4-chloro-3-indolyl-phospate (BCIP)/nitro blue tetrazolium (NBT) liquid substrate.

### Retroviral transduction

To generate a target gene retroviral expression vector, a cDNA corresponding to a target gene obtained from mouse splenocytes by PCR amplification was cloned into the pMY-IRES-mCherry or pMY-IRES-GFP retroviral vector. The target genes are TLR9 or IRF4. The resulting retroviral vector (pMY-IRES-TLR9-mCherry or pMY-IRF4-HA-IRES-GFP) and mCherry or GFP-alone control vector (pMY-IRES-mCherry or pMY-IRES-GFP) were transfected into PLAT-E cells with FuGENE HD (Roche Diagnostics). At 24 h posttransfection, the medium was changed, and the cells were cultured for an additional 72 h. To express these genes in FO B cells in vitro, splenic FO B cells were purified from C57BL6 or *Prdm1*^gfp/+^ mice and then cultured with CpG (1 μg/mL) or CpG (1 μg/mL) plus IFNα (0.1 μg/mL) for 24 h. Cells underwent “spin infection” for 2 hours at 25 °C (800 g) after virus supernatant and polybrene (6 μg/mL) were added. After spin infection, cells were washed with culture medium and cultured for an additional 3 days with CpG or CpG plus IFNα. Rapamycin was added to the cells after spin infection.

### Quantitative RT-PCR analysis

RNA was isolated and purified using the RNeasy kit (Qiagen) from FO B cells. cDNA was generated using the ReverTra Ace qPCR RT Master Mix (TOYOBO). Real-time PCR was performed on a LightCycler 96 (Roche) using Thunderbird SYBR qPCR mix (TOYOBO). The expression of target genes was normalized with 18S rRNA. The following primer pairs were used: *18S rRNA*, sense 5′-ATGGCCGTTCTTAGTTGGTG-3′ and antisense 5′-CGGACATCTAAGGGCATCAC-3′: *Irf4*, sense 5′-ACAGCTCATGTGGAACCTCTG12 3′ and antisense 5′-TCAGGTAACTCGTAGCCCCT-3′: *Isg15*, sense 5′-TGGCCTGGGACCTAAAGGTG-3′ and antisense 5′-CTGGAAAGCCGGCACACCAA-3′: *Usp18*, sense 5′-GGATAACAGTGCCTCGGAGTG-3′ and antisense 5′-TCTGCAGGCACTGAACGAGC-3′: *Stat1*, sense 5′-AAAGCAAGACTGGGAGCACG-3′ and antisense 5′-GGAGATTACGCTTGCTTTTCCG-3′: *Cdkn1a*, sense 5′-GTGGCCTTGTCGCTGTCTTG-3′ and antisense 5′-CGCTTGGAGTGATAGAAATCTG-3′.

### BRB sequencing

RNA was isolated and purified using the RNeasy kit (Qiagen) from unstimulated FO B cells or FO B cells stimulated with IFNα, CpG, and CpG + IFNα for 12 h FO B cells after sorted on an FACS Melody (BD Biosciences). For library preparation, Bulk RNA barcording (BRB) sequencing (48) was performed with the following some modifications. Barcoded dT primer (5′-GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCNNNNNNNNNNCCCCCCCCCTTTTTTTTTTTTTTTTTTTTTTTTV −3′; (10)N = UMI, (9)C = cell barcode) was used for reverse transcription. Second-strand synthesis module (NEB, #E6111) was used for double-stranded cDNA synthesis. In-house MEDS-B Tn5 transposase (49, 50) was used for tagmentation, and libraries were amplified by 10 cycles of PCR using Phusion High-Fidelity DNA Polymerase (Thermo Scientific, #M0530) with the following primers: 5′-AATGATACGGCGACCACCGAGATCTACACindexGTTCAGAGTTCTACAGTCCGA-3′, 5′-CAAGCAGAAGACGGCATACGAGATindex GTCTCGTGGGCTCGGAGATGT-3′). A 19-bp barcode read (Read1) and a 81-bp insert read (Read2) were obtained using the Illumina NovaSeq6000. Read1 (barcode read) was extracted by using UMI tools (ver. 1.1.2) with the following command “umi_tools extract -I read1.fastq –read2-in=read2.fastq –bc-pattern=NNNNNNNNNNCCCCCCCCC –read2-stdout.” Trim Galore (ver. 0.6.7) was used to remove adaptor sequence and low-quality sequence and to discard read length below 20 bp, and reads were mapped to the GRCm38 reference using HISAT2 (ver. 2.2.1). FeatureCounts (ver. 2.0.1) was used to obtain the read counts for each gene, and UMI duplication is removed by UMI tools with the following command “umi_tools count –method=unique –per-gene –per-cell –gene-tag=XT.” *Tlr9* reference was then extended by 3 kb to add UTR reads to the counts. Expression data (normalized counts) were then imported into iDEP.951 (http://bioinformatics.sdstate.edu/idep95/), and data transformation was conducted using EdgeR (log2(CPM + c)), as described before (51). Hierarchical clustering was conducted using correlation distance and average linkage. DESeq2 (1.34.0) was used to identify DEGs using |log_2_FC| > 2 and padj < 0.1 as threshold values. Metascape (https://metascape.org/gp/index.html#/main/step1) was used for GO analysis, and GO terms were analyzed for biological processes (52). ggVolcanoR (https://ggvolcanor.erc.monash.edu/) was used to create volcano plot (53).

### Statistical analysis

We performed a statistical evaluation with Prism software (GraphPad). A two-tailed, unpaired Student's t test was applied for the statistical comparison of the two groups. ANOVA test was applied to test the difference in means between two or more unresponsive groups. A *P*-value of <0.05 was considered statistically significant.

## Supplementary Material

pgae152_Supplementary_Data

## Data Availability

All sequencing data generated in this study have been deposited in GEO under accession GSE244442 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244442).

## References

[1] Cyster JG, Allen CDC. 2019. B cell responses: cell interaction dynamics and decisions. Cell. 177:524–540.31002794 10.1016/j.cell.2019.03.016PMC6538279

[2] Nutt SL, Hodgkin PD, Tarlinton DM, Corcoran LM. 2015. The generation of antibody-secreting plasma cells. Nat Rev Immunol. 15:160–171.25698678 10.1038/nri3795

[3] Kumagai Y, Takeuchi O, Akira S. 2008. TLR9 as a key receptor for the recognition of DNA. Adv Drug Deliv Rev. 60:795–804.18262306 10.1016/j.addr.2007.12.004

[4] Rawlings DJ, Schwartz MA, Jackson SW, Meyer-Bahlburg A. 2012. Integration of B cell responses through Toll-like receptors and antigen receptors. Nat Rev Immunol. 12:282–294.22421786 10.1038/nri3190PMC3437941

[5] O’neill SK, et al 2009. Endocytic sequestration of the B cell antigen receptor and Toll-like receptor 9 in anergic cells. Proc Natl Acad Sci U S A. 106:6262–6267.19332776 10.1073/pnas.0812922106PMC2662959

[6] Nagata S, Nagase H, Kawane K, Mukae N, Fukuyama H. 2003. Degradation of chromosomal DNA during apoptosis. Cell Death Differ. 10:108–116.12655299 10.1038/sj.cdd.4401161

[7] Kumar V . 2021. The trinity of cGAS, TLR9, and ALRs guardians of the cellular galaxy against host-derived self-DNA. Front Immunol. 11:624597.33643304 10.3389/fimmu.2020.624597PMC7905024

[8] Dolina JS, et al 2020. TLR9 sensing of self-DNA controls cell-mediated immunity to listeria infection via rapid conversion of conventional CD4+ T cells to treg. Cell Rep. 31:107249.32268093 10.1016/j.celrep.2020.01.040PMC8903023

[9] Barrat FJ, et al 2005. Nucleic acids of mammalian origin can act as endogenous ligands for Toll-like receptors and may promote systemic lupus erythematosus. J Exp Med. 202:1131–1139.16230478 10.1084/jem.20050914PMC2213213

[10] Sisirak V, et al 2016. Digestion of chromatin in apoptotic cell microparticles prevents autoimmunity. Cell. 166:88–101.27293190 10.1016/j.cell.2016.05.034PMC5030815

[11] Wen L, et al 2023. Toll-like receptors 7 and 9 regulate the proliferation and differentiation of B cells in systemic lupus erythematosus. Front Immunol. 14:1093208.36875095 10.3389/fimmu.2023.1093208PMC9975558

[12] Marshak-Rothstein A . 2006. Toll-like receptors in systemic autoimmune disease. Nat Rev Immunol. 6:823–835.17063184 10.1038/nri1957PMC7097510

[13] Tilstra JS, et al 2020. B cell-intrinsic TLR9 expression is protective in murine lupus. J Clin Invest. 130:3172–3187.32191633 10.1172/JCI132328PMC7260024

[14] Genestier L, et al 2007. TLR agonists selectively promote terminal plasma cell differentiation of B cell subsets specialized in thymus-independent responses. J Immunol. 178:7779–7786.17548615 10.4049/jimmunol.178.12.7779

[15] Baptista BJA, et al 2018. TLR9 signaling suppresses the canonical plasma cell differentiation program in follicular b cells. Front Immunol. 9:2281.30546358 10.3389/fimmu.2018.02281PMC6279956

[16] Gaudette BT, Jones DD, Bortnick A, Argon Y, Allman D. 2020. mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion. Nat Commun. 11:723.32024827 10.1038/s41467-019-14032-1PMC7002553

[17] Nündel K, et al 2015. Cell-intrinsic expression of TLR9 in autoreactive B cells constrains BCR/TLR7-dependent responses. J Immunol. 194:2504–2512.25681333 10.4049/jimmunol.1402425PMC4382804

[18] McNab F, Mayer-Barber K, Sher A, Wack A, O’Garra A. 2015. Type I interferons in infectious disease. Nat Rev Immunol. 15:87–103.25614319 10.1038/nri3787PMC7162685

[19] Weckerle CE, et al 2011. Network analysis of associations between serum interferon-α activity, autoantibodies, and clinical features in systemic lupus erythematosus. Arthritis Rheum. 63:1044–1053.21162028 10.1002/art.30187PMC3068224

[20] Sanz ĩ, Lee FEH. 2010. B cells as therapeutic targets in SLE. Nat Rev Rheumatol. 6:326–337.20520647 10.1038/nrrheum.2010.68PMC3934759

[21] Mathian A, Gallegos M, Pascual V, Banchereau J, Koutouzov S. 2011. Interferon-α induces unabated production of short-lived plasma cells in pre-autoimmune lupus-prone (NZB×NZW) F1 mice but not in BALB/c mice. Eur J Immunol. 41:863–872.21312191 10.1002/eji.201040649PMC3073415

[22] Soni C, et al 2020. Plasmacytoid dendritic cells and type I interferon promote extrafollicular B cell responses to extracellular self-DNA. Immunity. 52:1022–1038.32454024 10.1016/j.immuni.2020.04.015PMC7306002

[23] Chen TT, et al 2016. STAT1 regulates marginal zone B cell differentiation in response to inflammation and infection with blood-borne bacteria. J Exp Med. 213:3025–3039.27849553 10.1084/jem.20151620PMC5154933

[24] Gaudette BT, et al 2021. Resting innate-like B cells leverage sustained notch2/mTORC1 signaling to achieve rapid and mitosis-independent plasma cell differentiation. J Clin Invest. 131:e151975.34473651 10.1172/JCI151975PMC8516456

[25] Giordani L, et al 2009. IFN-α amplifies human naïve B cell TLR-9-mediated activation and Ig production. J Leukoc Biol. 86:261–271.19401392 10.1189/jlb.0908560

[26] Thibault DL, et al 2009. Type I interferon receptor controls B-cell expression of nucleic acid-sensing Toll-like receptors and autoantibody production in a murine model of lupus. Arthritis Res Ther. 11:R112.19624844 10.1186/ar2771PMC2745794

[27] Goodnow CC, Vinuesa CG, Randall KL, MacKay F, Brink R. 2010. Control systems and decision making for antibody production. Nat Immunol. 11:681–688.20644574 10.1038/ni.1900

[28] Shi W, et al 2015. Transcriptional profiling of mouse B cell terminal differentiation defines a signature for antibody-secreting plasma cells. Nat Immunol. 16:663–673.25894659 10.1038/ni.3154

[29] Shaffer AL, et al 2002. Blimp-1 orchestrates plasma cell differentiation by extinguishing the mature B cell gene expression program. Immunity. 17:51–62.12150891 10.1016/s1074-7613(02)00335-7

[30] Scharer CD, et al 2020. Antibody-secreting cell destiny emerges during the initial stages of B-cell activation. Nat Commun. 11:3989.32778653 10.1038/s41467-020-17798-xPMC7417592

[31] Duffy KR, et al 2012. Activation-induced B cell fates are selected by intracellular stochastic competition. Science. 335:338–341.22223740 10.1126/science.1213230

[32] Patterson DG, et al 2021. An IRF4–MYC–mTORC1 integrated pathway controls cell growth and the proliferative capacity of activated B cells during B cell differentiation in vivo. J Immunol. 207:1798–1811.34470852 10.4049/jimmunol.2100440PMC8455452

[33] Sciammas R, et al 2006. Graded expression of interferon regulatory factor-4 coordinates isotype switching with plasma cell differentiation. Immunity. 25:225–236.16919487 10.1016/j.immuni.2006.07.009

[34] Ochiai K, et al 2013. Transcriptional regulation of germinal center B and plasma cell fates by dynamical control of IRF4. Immunity. 38:918–929.23684984 10.1016/j.immuni.2013.04.009PMC3690549

[35] Sintes J, et al 2017. mTOR intersects antibody-inducing signals from TACI in marginal zone B cells. Nat Commun. 8:1462.29133782 10.1038/s41467-017-01602-4PMC5684130

[36] Jones DD, et al 2016. MTOR has distinct functions in generating versus sustaining humoral immunity. J Clin Invest. 126:4250–4261.27760048 10.1172/JCI86504PMC5096901

[37] Nojima H, et al 2003. The mammalian target of rapamycin (mTOR) partner, raptor, binds the mTOR substrates p70 S6 kinase and 4E-BP1 through their TOR signaling (TOS) motif. J Biol Chem. 278:15461–15464.12604610 10.1074/jbc.C200665200

[38] Benhamron S, Pattanayak SP, Berger M, Tirosh B. 2015. mTOR activation promotes plasma cell differentiation and bypasses XBP-1 for immunoglobulin secretion. Mol Cell Biol. 35:153–166.25332234 10.1128/MCB.01187-14PMC4295374

[39] Weichhart T, Hengstschläger M, Linke M. 2015. Regulation of innate immune cell function by mTOR. Nat Rev Immunol. 15:599–614.26403194 10.1038/nri3901PMC6095456

[40] Zeng H, Chi H. 2014. mTOR signaling and transcriptional regulation in T lymphocytes. Transcription. 5:e28263.25764218 10.4161/trns.28263PMC4214230

[41] Limon JJ, Fruman DA. 2012. Akt and mTOR in B cell activation and differentiation. Front Immunol. 3:228.22888331 10.3389/fimmu.2012.00228PMC3412259

[42] Akkaya M, et al 2017. B cells produce type 1 IFNs in response to the TLR9 agonist CpG-A conjugated to cationic lipids. J Immunol. 199:931–940.28652397 10.4049/jimmunol.1700348PMC5531204

[43] Lin WHW, et al 2015. Asymmetric PI3K signaling driving developmental and regenerative cell fate bifurcation. Cell Rep. 13:2203–2218.26628372 10.1016/j.celrep.2015.10.072PMC4685001

[44] Miyakoda M, et al 2018. Differential requirements for IRF4 in the clonal expansion and homeostatic proliferation of naive and memory murine CD8+ T cells. Eur J Immunol. 48:1319–1328.29745988 10.1002/eji.201747120

[45] Yao S, et al 2013. Interferon regulatory factor 4 sustains CD8+ T cell expansion and effector differentiation. Immunity. 39:833–845.24211184 10.1016/j.immuni.2013.10.007PMC3855863

[46] Kallies A, et al 2004. Plasma cell ontogeny defined by quantitative changes in Blimp-1 expression. J Exp Med. 200:967–977.15492122 10.1084/jem.20040973PMC2211847

[47] Roederer M . 2011. Interpretation of cellular proliferation data: avoid the panglossian. Cytometry Part A. 79A:95–101.10.1002/cyto.a.2101021265003

[48] Alpern D, et al 2019. BRB-seq: ultra-affordable high-throughput transcriptomics enabled by bulk RNA barcoding and sequencing. Genome Biol. 20:71.30999927 10.1186/s13059-019-1671-xPMC6474054

[49] Sato S, et al 2019. Biochemical analysis of nucleosome targeting by Tn5 transposase. Open Biol. 9:190116.31409230 10.1098/rsob.190116PMC6731594

[50] Picelli S, et al 2014. Tn5 transposase and tagmentation procedures for massively scaled sequencing projects. Genome Res. 24:2033–2040.25079858 10.1101/gr.177881.114PMC4248319

[51] Ge SX, Son EW, Yao R. 2018. iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. BMC Bioinformatics. 19:534.30567491 10.1186/s12859-018-2486-6PMC6299935

[52] Zhou Y, et al 2019. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun. 10:1523.30944313 10.1038/s41467-019-09234-6PMC6447622

[53] Mullan KA, et al 2021. ggVolcanor: a shiny app for customizable visualization of differential expression datasets. Comput Struct Biotechnol J. 19:5735–5740.34745458 10.1016/j.csbj.2021.10.020PMC8551465

# Supplementary material for: Type I interferon promotes the fate of Toll-like receptor 9–stimulated follicular B cells to plasma cell differentiation
**Source:** PNAS Nexus. 2024 Apr 17;3(4):pgae152. doi: 10.1093/pnasnexus/pgae152
**Supplement:** pgae152_Supplementary_Data

Supplementary Figure 1

A

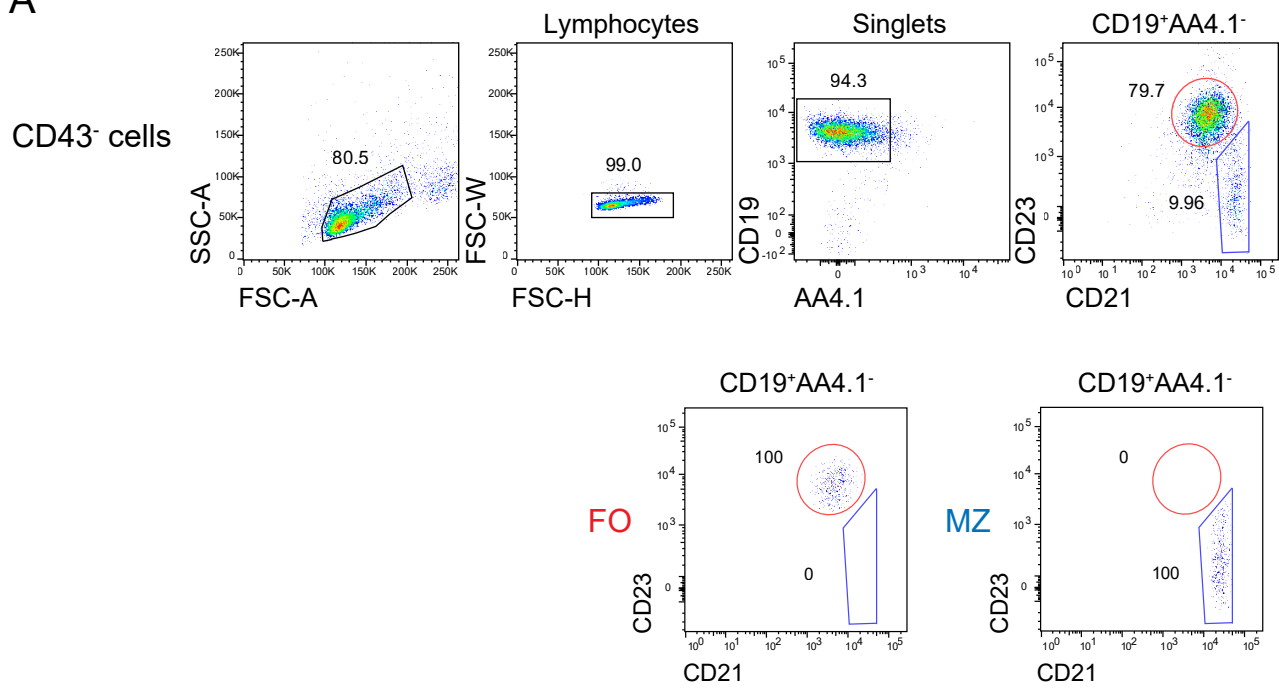

Supplementary Figure 1

(A) Gating strategy of FO B cells and MZ B cells sorted by FACS Melody.

Supplementary Figure 2

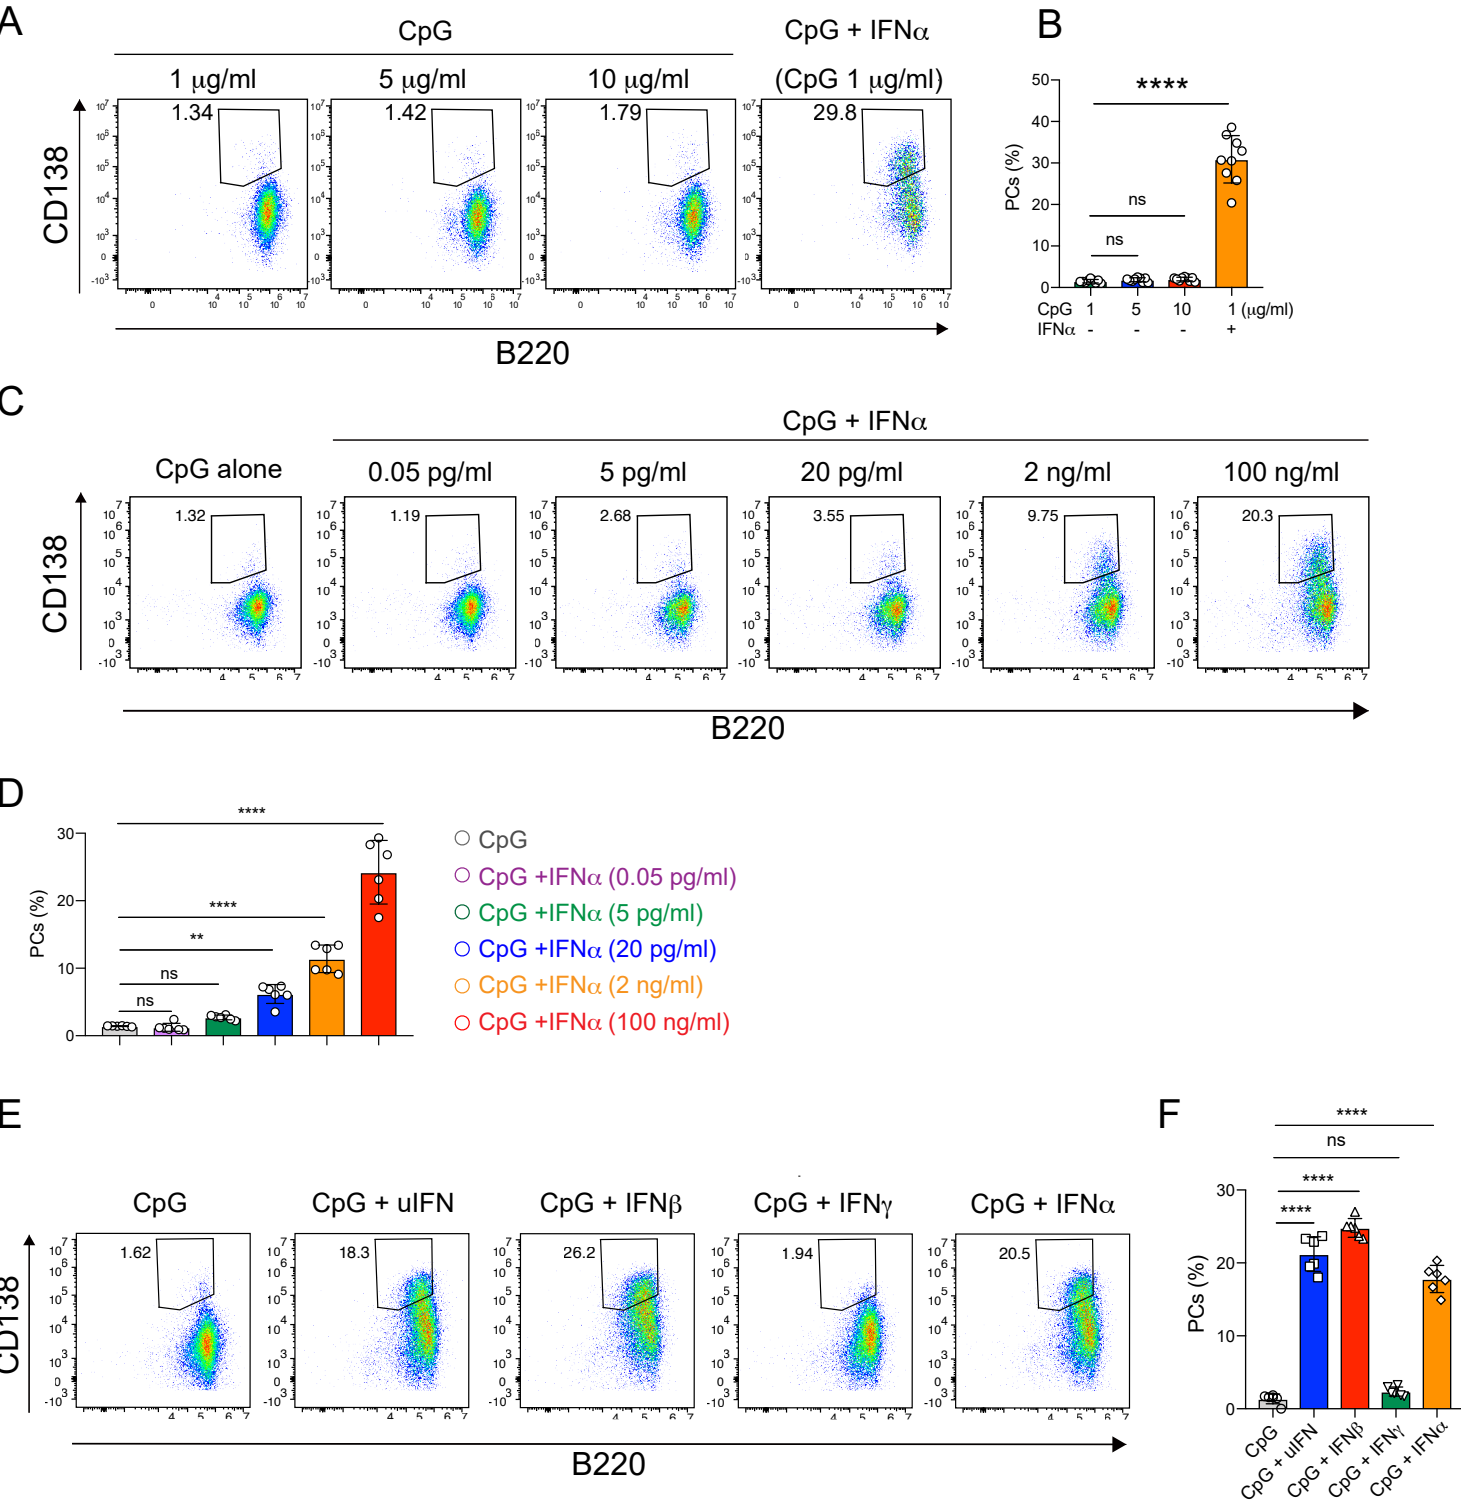

## Supplementary Figure 2

(A) Representative flow cytometry plots of FO B cells stimulated for 3 days with CpG (1, 5 or 10  $\mu\text{g/ml}$ ) or CpG (1  $\mu\text{g/ml}$ ) plus IFN $\alpha$  (0.1  $\mu\text{g/ml}$ ). Percentages of CD138<sup>+</sup>B220<sup>+/low</sup> cells (PCs) are shown. (B) Percentages of PCs in (A). (C) Representative flow cytometry plots of FO B cells stimulated for 3 days with CpG (1  $\mu\text{g/ml}$ ) or CpG (1  $\mu\text{g/ml}$ ) plus IFN $\alpha$  (0.05, 5, 20 pg/ml, 2 or 100 ng/ml). Percentages of PCs are shown. (D) Percentages of PCs in (C). (E) Representative flow cytometry plots of FO B cells stimulated for 3 days with CpG (1  $\mu\text{g/ml}$ ) in the presence or absence of IFN $\alpha$  (0.1  $\mu\text{g/ml}$ ), universal IFN (0.1  $\mu\text{g/ml}$ ), IFN $\beta$  (0.1  $\mu\text{g/ml}$ ), IFN $\gamma$  (0.05  $\mu\text{g/ml}$ ). Percentages of CD138<sup>+</sup>B220<sup>+/low</sup> cells (PCs) are shown. (F) Percentages of PCs in (E). Data are pooled from two independent experiments performed in triplicates (B, D and F). Data are presented as mean  $\pm$  SD. ns, not significant. \*\*P < 0.01, and \*\*\*\*P < 0.001 by one-way ANOVA (0.05 and 0).

## Supplementary Figure 3

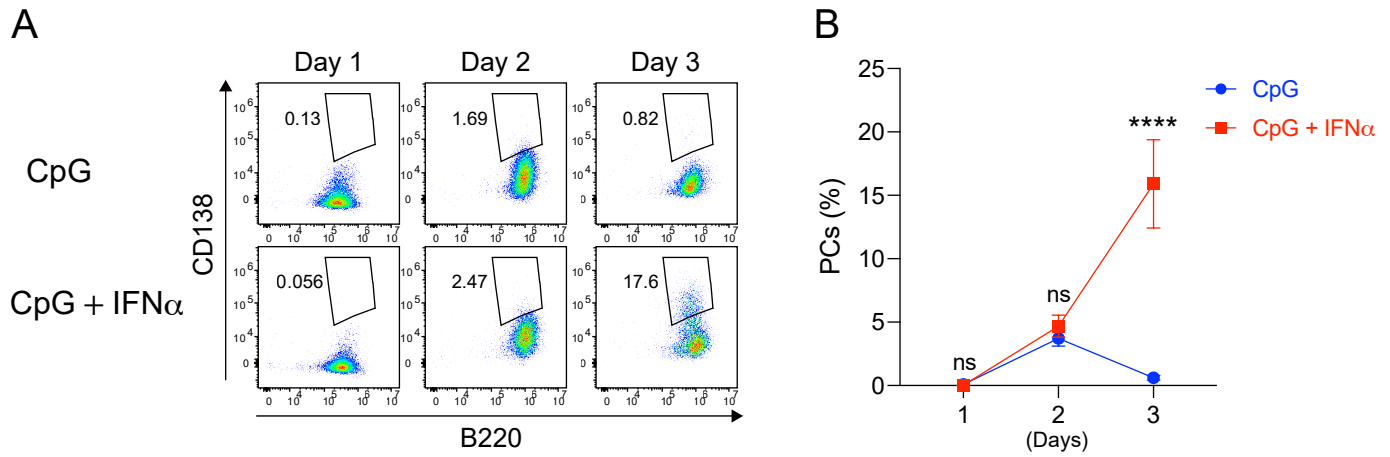

## Supplementary Figure 3

**(A)** Representative flow cytometry plots of FO B cells harvested from the spleen of wild-type mice 1 - 3 days after culture with CpG (1  $\mu$ g/ml) or CpG (1  $\mu$ g/ml) plus IFN $\alpha$  (0.1  $\mu$ g/ml). Percentages of CD138<sup>+</sup>B220<sup>+/low</sup> (PCs) are shown. **(B)** Percentages of PCs in (A). Data are pooled from three independent experiments performed in triplicates (B). Data are presented as mean  $\pm$  SD. ns, not significant. \*\*\*\*P < 0.001 by Student's *t* test (B).

## Supplementary Figure 4

A

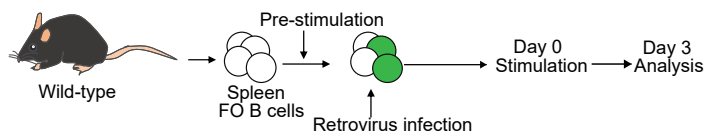

B

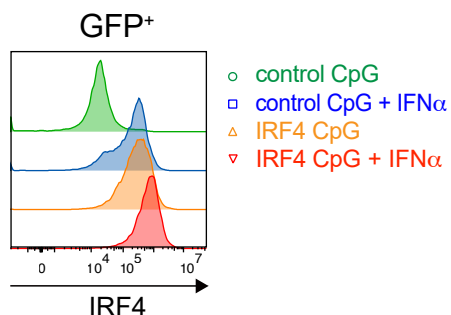

C

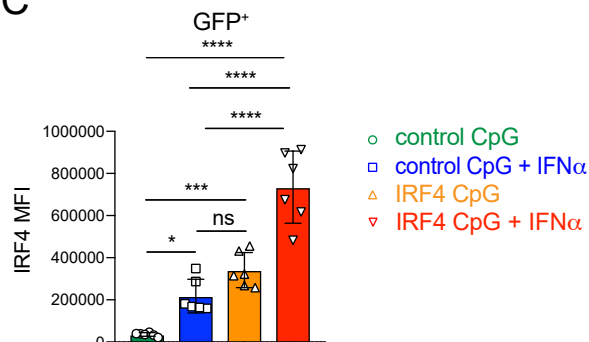

D

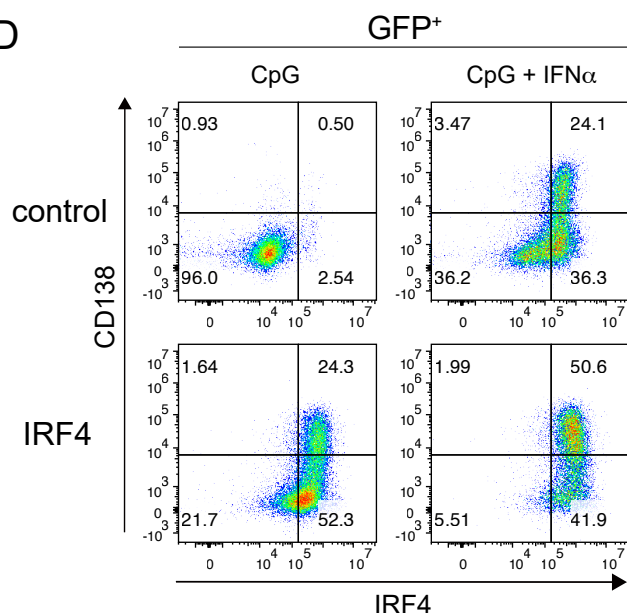

E

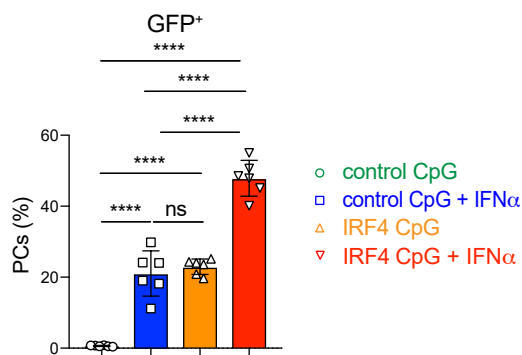

## Supplementary Figure 4

(A) Schematic of retroviral transduction into FO B cells harvested from the spleen of wild-type mice. (B) Representative histogram of IRF4 expression in FO B cells stimulated with CpG (1  $\mu$ g/ml) or CpG (1  $\mu$ g/ml) plus IFN $\alpha$  (0.1  $\mu$ g/ml) after retroviral transduction with GFP (control) or IRF4 vector. Transduced cells were identified by GFP fluorescence. (C) MFI of IRF4 expression of FO B cells in (B). (D) Flow cytometry analysis of IRF4<sup>+</sup>CD138<sup>+</sup> cell (PC) differentiation after retroviral transduction. Transduced cells were identified by GFP fluorescence. (E) Percentages of PCs in (D). Data are pooled from two independent experiments performed in triplicates (C and E). Data are presented as mean  $\pm$  SD. ns, not significant. \*P < 0.05, \*\*\*P < 0.005, and \*\*\*\*P < 0.001 by one-way ANOVA (C and E).

Supplementary Figure 5

A

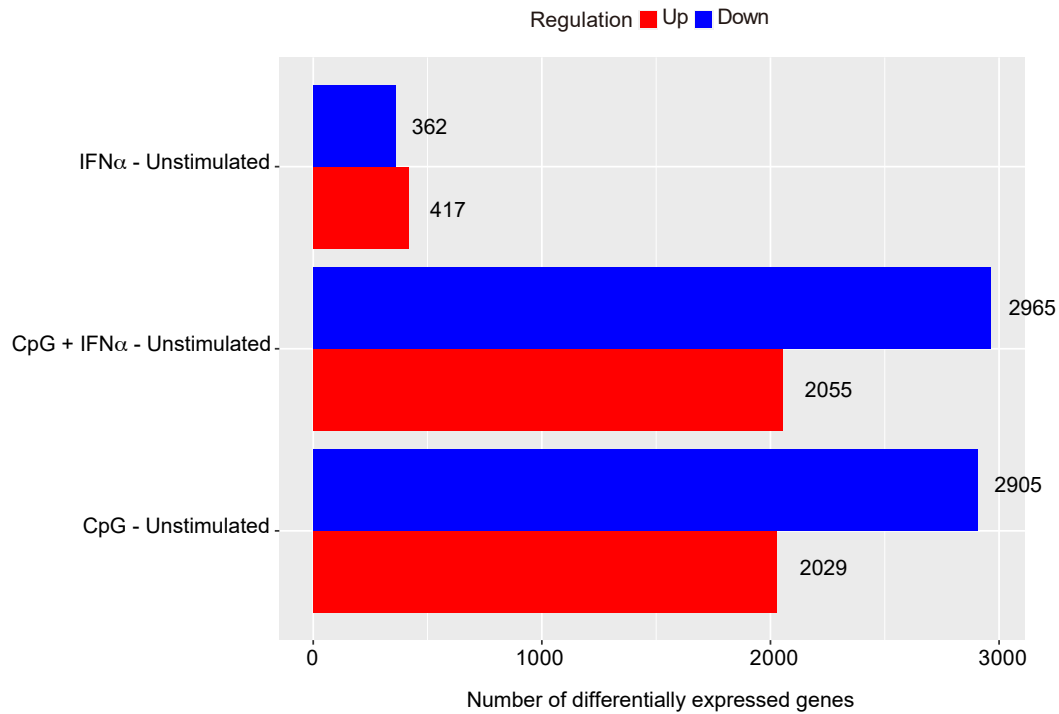

B

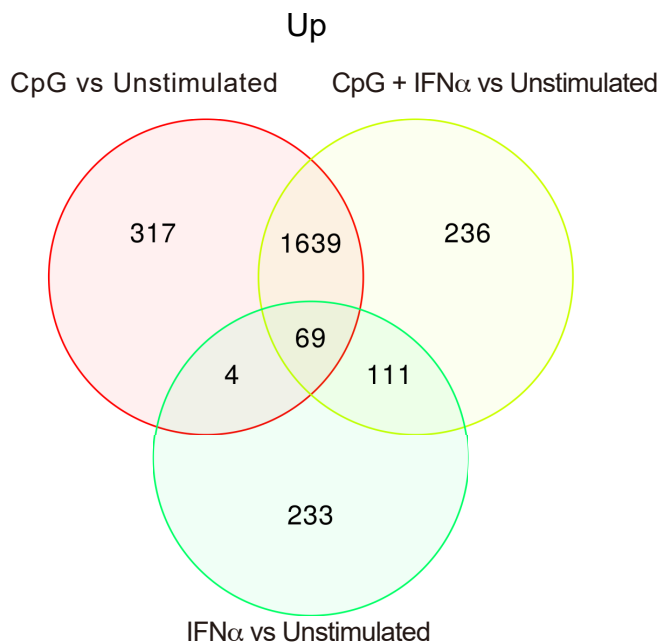

C

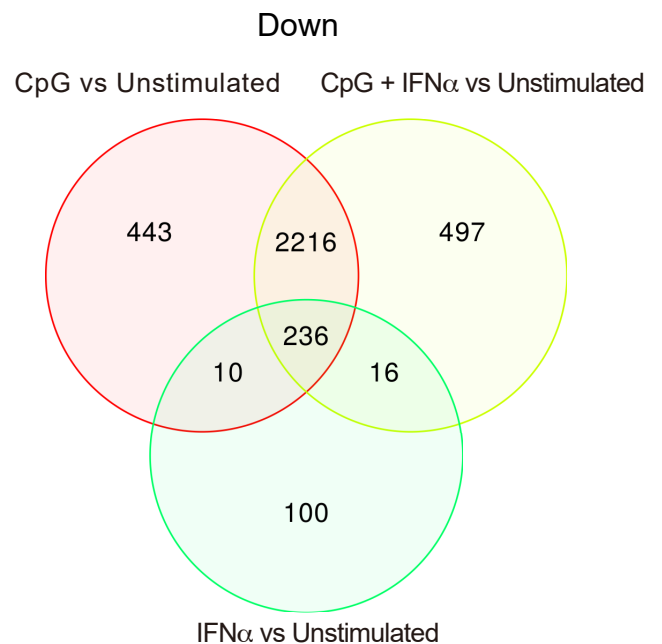

Supplementary Figure 5

(A) The number of differentially expressed genes (DEGs) of FO B cells stimulated with IFN $\alpha$  (0.1  $\mu$ g/ml), CpG (1  $\mu$ g/ml) or CpG (0.1  $\mu$ g/ml) plus IFN(  $\alpha$ 0.1 $\mu$  g/ml) for 12 hours compared to unstimulated FO B cells (Unstimulated) are indicated. These data were analyzed under the conditions of FDR cutoff < 0.1, and fold change > 2. 

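The 3 comparisons with unstimulated cells overlapped as follows. Of the up-regulated DEGs, 1570 were shared by CpG and CpG + IFNα only, 113 by IFNα and CpG + IFNα only, 9 by IFNα and CpG only, and 71 by all 3. IFNα only, CpG only and CpG + IFNα only had 237, 248 and 162. Of the down-regulated DEGs, 1830 were shared by CpG and CpG + IFNα only, 19 by IFNα and CpG + IFNα only, 10 by IFNα and CpG only, and 242 by all 3, while 113, 323 and 322 belonged to IFNα only, CpG only and CpG + IFNα only. All 3 comparisons use the same 3 unstimulated samples, which by itself makes fold changes correlate. In 20 simulated data sets with no change in any group, no DEG was shared by all 3 comparisons. Data without a change give few or no DEGs to share. This count therefore cannot show how far the shared samples raise the overlaps. Across genes, which are not independent replicates, the simulated correlation of log2 fold changes was 0.563 between IFNα and CpG and 0.609 between CpG and CpG + IFNα. The observed correlations were 0.165 and 0.920, so that the first lies below the simulated value and the second above it. The simulated data hold no change, so their correlation comes from the shared samples alone. It is no benchmark for data with many DEGs, and no conclusion is drawn from these differences. Of the 246 genes up-regulated by IFNα and not by CpG + IFNα, the median log2 fold change was -1.08 in CpG compared with unstimulated cells and 0.55 in CpG + IFNα compared with CpG. Choosing genes in this way by itself favors those that are low with CpG. For all 430 genes up-regulated by IFNα, the same medians were -0.56 and 0.73.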

(B and C) Venn diagram of DEGs of up regulated (B) or down regulated (C) genes in (A).

## Supplementary Figure 6

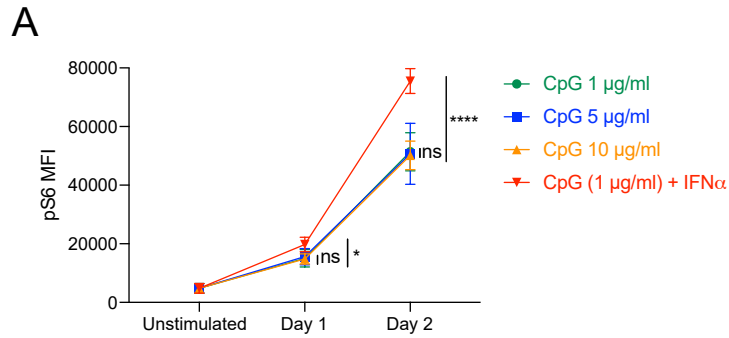

### Supplementary Figure 6

**(A)** Mean Fluorescence Intensity (MFI) of pS6 in the representative histogram of pS6 in FO B cells unstimulated (Unstimulated) or stimulated with CpG (1, 5 or 10 µg/ml) or CpG (0.1 µg/ml) plus IFNα (0.1 µg/ml). Data are pooled from two independent experiments performed in triplicates (A). Data are presented as mean  $\pm$  SD. ns, not significant. \*\*P < 0.01, \*\*\*P < 0.005 by one-way ANOVA (A).

# Supplementary Figure 7

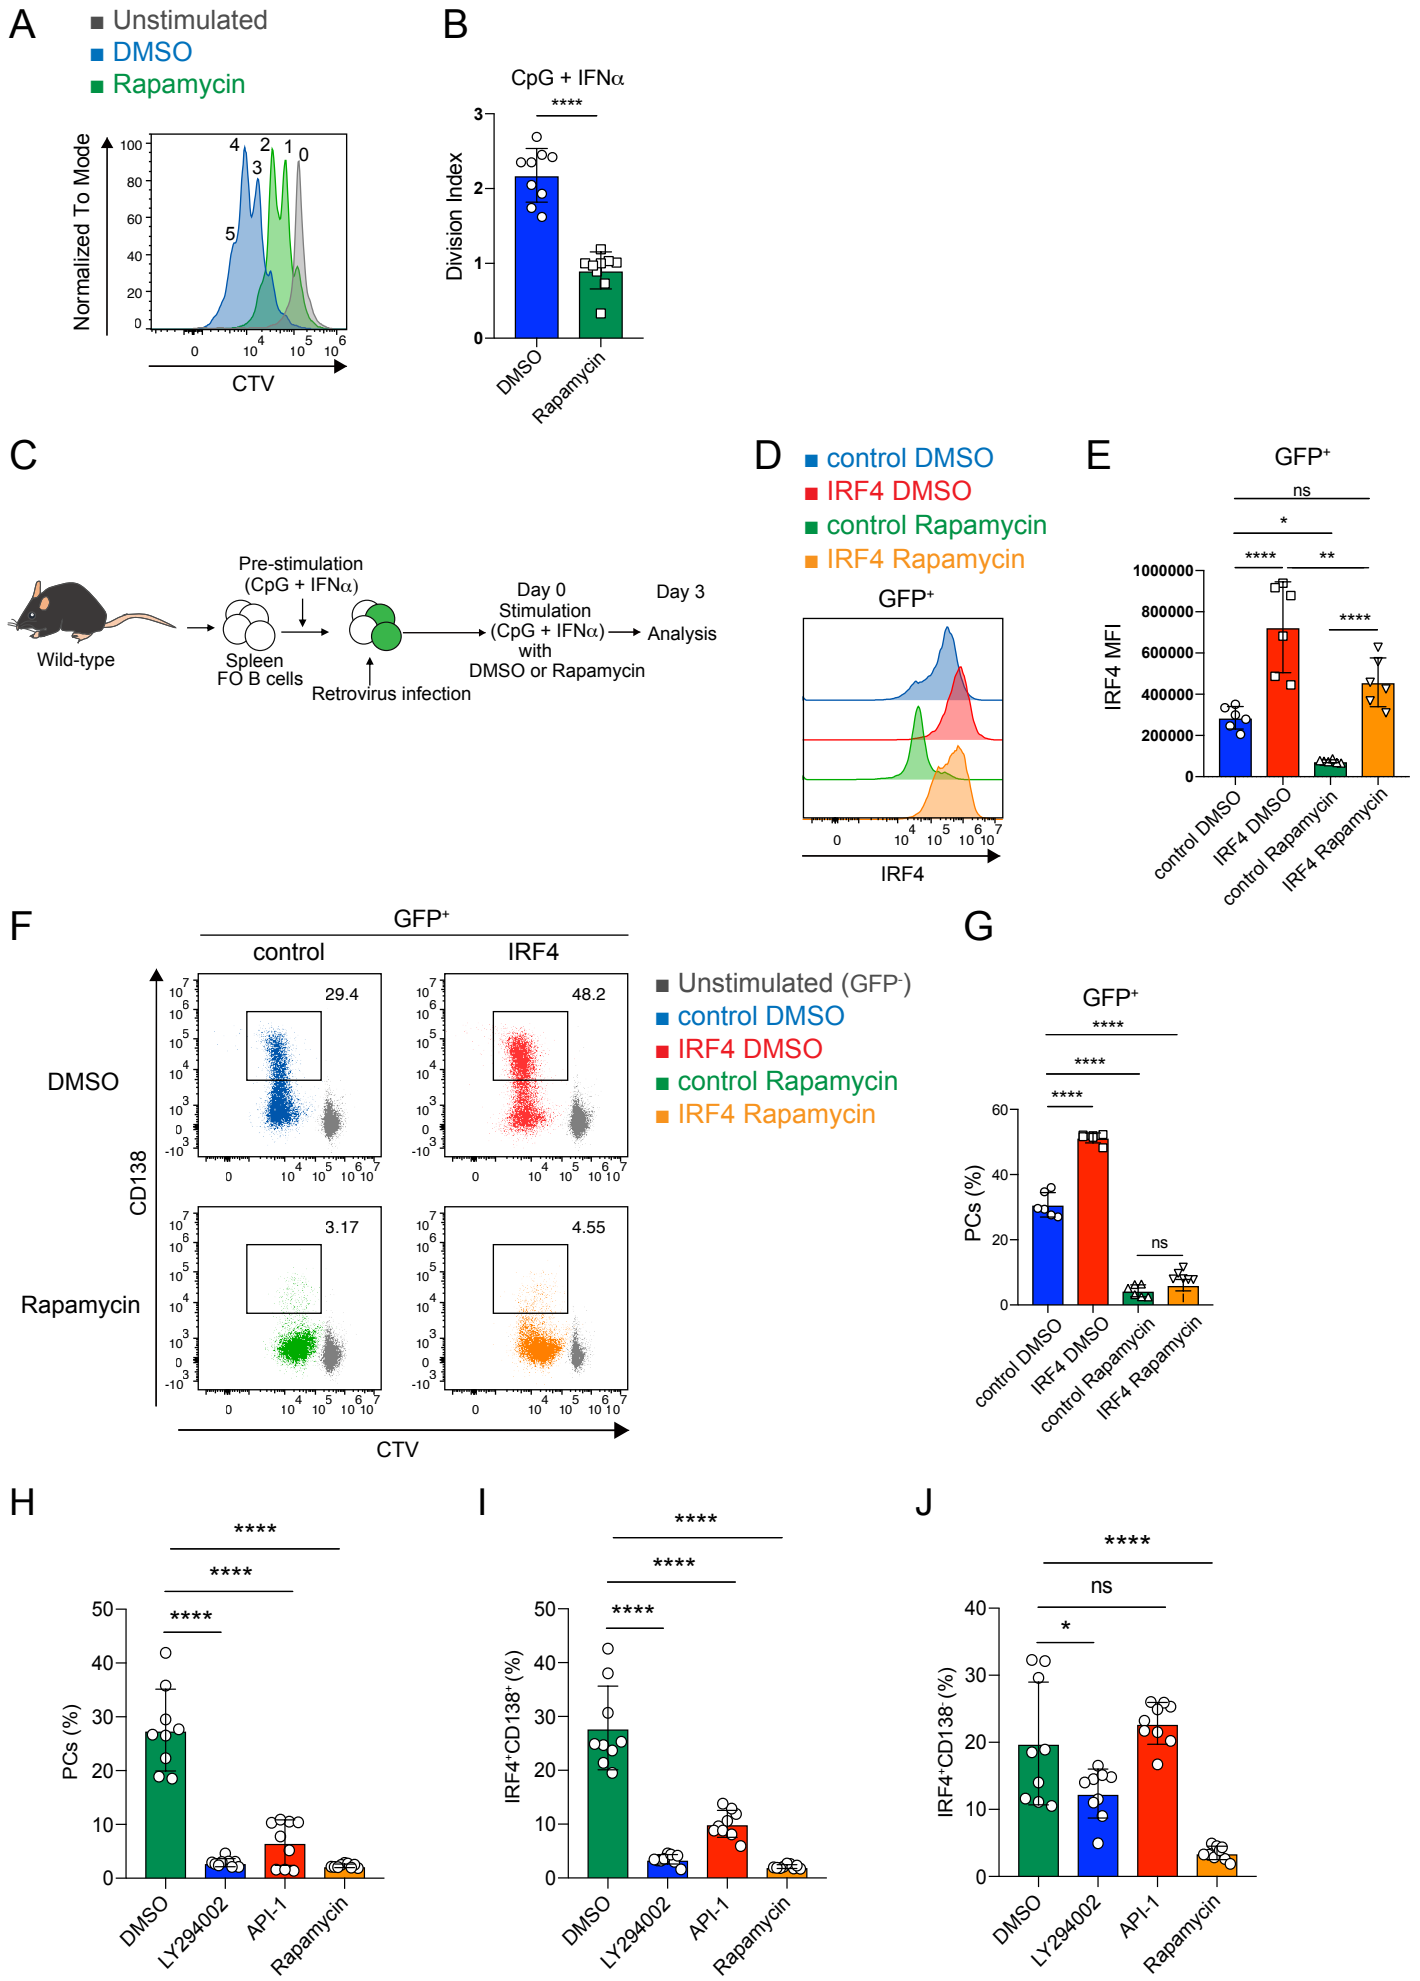

## Supplementary Figure 7

(A) Representative histogram of Cell Trace Violet (CTV) – stained FO B cells stimulated for 3 days with CpG (1  $\mu$ g/ml) plus IFN $\alpha$  (0.1  $\mu$ g/ml) in the presence of DMSO or Rapamycin. (B) Division Index in (A). (C) The scheme of the experiment of FO B cells harvested from the spleen of wild-type mice transduced with GFP (control) or IRF4 is shown. (D) Representative histogram of IRF4 expression in FO B cells after retroviral transduction. Transduced cells were identified by GFP fluorescence. (E) MFI of IRF4 expression of FO B cells in (D). (F) Flow cytometry analysis of PC differentiation after retroviral transduction. Transduced cells were identified by GFP fluorescence. (G) Percentages of PCs in (F). (H to J) Percentages of CD138<sup>+</sup>B220<sup>+/low</sup> (PCs) (H) and IRF4<sup>+</sup>CD138<sup>+</sup> (I) and IRF4<sup>+</sup>CD138<sup>-</sup> (J) of FO B cells stimulated with CpG (1  $\mu$ g/ml) plus IFN $\alpha$  (0.1  $\mu$ g/ml) in the presence or absence of the following inhibitors: (5  $\mu$ M) LY294002 (PI3K inhibitor), (500 nM) API-1 (Akt inhibitor) or (5 nM) Rapamycin (mTORC1 inhibitor) from spleen of wild-type mice 3 days after culture. Data are pooled from three (B, H to J) or two (E, G) independent experiments performed in triplicates. Data are presented as mean  $\pm$  SD. ns, not significant. \*P < 0.05, \*\*P < 0.01, \*\*\*\*P < 0.001 by Student's *t* test (B) or one-way ANOVA (E, G, H to J).

Supplementary Table 1.

|      |                     |              |          |          |     |                |             |             |             |             |             |             |
|------|---------------------|--------------|----------|----------|-----|----------------|-------------|-------------|-------------|-------------|-------------|-------------|
| Down | ENSMUSG000000031133 | -1.167987068 | 3.57E-04 | Arhgef6  | Xq  | protein_coding | 5.699488225 | 5.724378375 | 5.85188939  | 4.17881646  | 5.084595505 | 4.750528768 |
| Down | ENSMUSG000000018474 | -1.163645396 | 3.80E-04 | Chd3     | 11q | protein_coding | 5.881682145 | 5.696903206 | 6.36881162  | 4.468783477 | 4.904074284 | 5.352934013 |
| Down | ENSMUSG000000034634 | -1.160968    | 8.29E-30 | Ly6d     | 15q | protein_coding | 11.87587087 | 11.66417164 | 11.77400337 | 10.69351091 | 10.43555115 | 10.70052655 |
| Down | ENSMUSG000000055148 | -1.155265537 | 8.35E-04 | Klf2     | 8q  | protein_coding | 5.671475404 | 5.829327619 | 5.548603073 | 4.533003876 | 4.752119379 | 4.696110183 |
| Down | ENSMUSG000000024854 | -1.154279022 | 4.15E-06 | Pold4    | 19q | protein_coding | 6.628367471 | 6.455774391 | 6.38608585  | 5.295656743 | 5.48889221  | 5.454779533 |
| Down | ENSMUSG000000041959 | -1.153007628 | 1.29E-08 | S100a10  | 3q  | protein_coding | 7.320923061 | 7.388577157 | 7.461209903 | 6.119286627 | 6.166855675 | 6.51866674  |
| Down | ENSMUSG000000024349 | -1.132749672 | 7.92E-03 | Sting1   | 18q | protein_coding | 5.391384814 | 5.166519626 | 5.038645038 | 4.331072792 | 3.90450792  | 4.455245417 |
| Down | ENSMUSG000000006717 | -1.12128164  | 5.33E-02 | Acot13   | 13q | protein_coding | 4.999098079 | 5.281964061 | 5.203618383 | 3.915275444 | 3.997563127 | 4.639558189 |
| Down | ENSMUSG000000060090 | -1.096547354 | 1.54E-03 | Rp2      | Xq  | protein_coding | 5.753933071 | 6.062486617 | 6.059936843 | 5.180082207 | 4.951366008 | 4.750528768 |
| Down | ENSMUSG000000031827 | -1.096449153 | 3.41E-04 | Cotl1    | 8q  | protein_coding | 5.425329863 | 5.611191398 | 5.721871508 | 4.256952261 | 4.697690128 | 4.853569902 |
| Down | ENSMUSG000000023990 | -1.094731778 | 1.53E-02 | Tfeb     | 17q | protein_coding | 4.905997267 | 5.084082535 | 5.242073881 | 4.096205315 | 4.084978146 | 4.317835052 |
| Down | ENSMUSG000000040247 | -1.092192152 | 1.30E-02 | Tbc1d10c | 19q | protein_coding | 4.522710468 | 4.996647896 | 5.08169039  | 3.592587101 | 3.997563127 | 4.317835052 |
| Down | ENSMUSG000000022051 | -1.088397192 | 5.04E-02 | Bnip3l   | 14q | protein_coding | 4.391483012 | 4.996647896 | 4.518158293 | 3.708356769 | 3.582796595 | 4.083550619 |
| Down | ENSMUSG000000040433 | -1.065894688 | 1.60E-02 | Zbtb38   | 9q  | protein_coding | 4.999098079 | 5.318480102 | 4.579511348 | 3.815522598 | 4.319328618 | 4.165945811 |
| Down | ENSMUSG000000034041 | -1.063367773 | 3.43E-02 | Lyl1     | 8q  | protein_coding | 4.642990356 | 4.581770197 | 4.801747719 | 3.815522598 | 3.698190443 | 3.996163113 |
| Down | ENSMUSG000000038811 | -1.055388305 | 5.74E-02 | Gngt2    | 11q | protein_coding | 4.905997267 | 4.804071306 | 4.749314978 | 4.256952261 | 3.805034184 | 3.803700975 |
| Down | ENSMUSG000000032216 | -1.043729347 | 2.01E-04 | Nedd4    | 9q  | protein_coding | 6.713253987 | 7.062372102 | 7.091679706 | 5.817963911 | 5.974236416 | 6.103703535 |
| Down | ENSMUSG000000031112 | -1.036883375 | 1.77E-02 | Stk26    | Xq  | protein_coding | 5.321000396 | 5.125889818 | 5.386398068 | 4.468783477 | 4.389686971 | 4.317835052 |
| Down | ENSMUSG000000056737 | -1.031337004 | 1.85E-04 | Capg     | 6q  | protein_coding | 5.726967465 | 6.353907536 | 6.315712134 | 4.964149438 | 4.997156581 | 5.580271584 |
| Down | ENSMUSG000000000594 | -1.031092083 | 7.15E-06 | Gm2a     | 11q | protein_coding | 6.086492685 | 6.455774391 | 6.637574655 | 5.332211814 | 5.423317318 | 5.580271584 |
| Down | ENSMUSG000000025534 | -1.03015807  | 1.31E-03 | Gusb     | 5q  | protein_coding | 6.356571492 | 6.371392708 | 6.623077735 | 5.367863493 | 5.245019893 | 5.802602984 |
| Down | ENSMUSG000000024646 | -1.023686697 | 2.80E-02 | Cyb5a    | 18q | protein_coding | 4.999098079 | 5.281964061 | 5.42033088  | 4.331072792 | 4.319328618 | 4.455245417 |
| Down | ENSMUSG000000032009 | -1.022324987 | 1.54E-05 | Sesn3    | 9q  | protein_coding | 6.941517226 | 6.581290742 | 6.888494348 | 5.682954614 | 5.697439905 | 6.103703535 |
| Down | ENSMUSG000000037922 | -1.017901479 | 1.24E-10 | Bank1    | 3q  | protein_coding | 7.905876969 | 8.018595225 | 8.133100521 | 6.953566325 | 7.041242635 | 7.082495513 |
| Down | ENSMUSG000000051748 | -1.017403313 | 3.63E-02 | Wfdc21   | 11q | protein_coding | 6.227842873 | 6.166306523 | 5.900783918 | 5.295656743 | 5.084595505 | 5.124750744 |
| Down | ENSMUSG000000031155 | -1.015722458 | 3.11E-13 | Pim2     | Xq  | protein_coding | 9.38914429  | 9.293108993 | 9.432285795 | 8.37322729  | 8.225611994 | 8.486791943 |
| Down | ENSMUSG000000022475 | -1.015033488 | 4.26E-02 | Hdac7    | 15q | protein_coding | 4.754009449 | 4.903570453 | 4.801747719 | 4.096205315 | 3.582796595 | 4.243888402 |
| Down | ENSMUSG000000063065 | -1.005618127 | 1.63E-03 | Mapk3    | 7q  | protein_coding | 6.302802146 | 6.816483156 | 6.578691895 | 5.595435969 | 5.778346251 | 5.518889611 |
| Down | ENSMUSG000000030707 | -1.003164283 | 1.10E-17 | Coro1a   | 7q  | protein_coding | 8.587694536 | 8.45153933  | 8.524908504 | 7.534736457 | 7.50461607  | 7.564845425 |

**Supplementary Table 1.** Differentially expressed genes of CpG plus IFN $\alpha$  vs CpG

Supplementary Table 2.

|      |                      |              |                   |     |                |          |          |          |             |            |            |
|------|----------------------|--------------|-------------------|-----|----------------|----------|----------|----------|-------------|------------|------------|
| Up   | ENSMUSG00000000184   | 1.267436713  | 1.01E-19 Ccnd2    | 6q  | protein_coding | 9.690718 | 9.673907 | 9.769919 | 10.99652977 | 11.0914934 | 10.8262004 |
| Up   | ENSMUSG000000006418  | 1.229155472  | 7.35E-12 Rnf114   | 2q  | protein_coding | 6.964786 | 6.353908 | 6.623078 | 7.881592075 | 7.69725221 | 8.00058623 |
| Up   | ENSMUSG000000026031  | 1.184446603  | 5.47E-16 Cflar    | 1q  | protein_coding | 7.293616 | 7.543145 | 7.297403 | 8.507150806 | 8.70068471 | 8.42120625 |
| Up   | ENSMUSG000000030530  | 1.182222029  | 1.82E-06 Furin    | 7q  | protein_coding | 5.553646 | 5.581451 | 5.548603 | 6.725233895 | 6.626238   | 6.66750827 |
| Up   | ENSMUSG000000028466  | 1.169348256  | 8.57E-02 Creb3    | 4q  | protein_coding | 4.169123 | 3.697788 | 3.318005 | 4.867832777 | 4.45677301 | 4.69611018 |
| Up   | ENSMUSG000000002728  | 1.124971992  | 2.29E-05 Naa20    | 2q  | protein_coding | 5.953232 | 5.829328 | 5.748829 | 6.905857143 | 6.85484311 | 6.98372804 |
| Up   | ENSMUSG000000066036  | 1.119754107  | 2.79E-10 Ubr4     | 4q  | protein_coding | 6.553602 | 6.878941 | 6.563588 | 7.697701445 | 7.82335574 | 7.76316028 |
| Up   | ENSMUSG000000042901  | 1.11766763   | 4.04E-07 Aida     | 1q  | protein_coding | 5.458495 | 5.455949 | 5.548603 | 6.58079835  | 6.52045334 | 6.50290187 |
| Up   | ENSMUSG000000039501  | 1.107132131  | 6.89E-05 Znfx1    | 2q  | protein_coding | 5.671475 | 5.31848  | 5.420331 | 6.403197414 | 6.52045334 | 6.60980098 |
| Up   | ENSMUSG000000060802  | 1.068393054  | 2.86E-34 B2m      | 2q  | protein_coding | 11.60167 | 11.59376 | 11.63732 | 12.6763065  | 12.6317898 | 12.7257795 |
| Up   | ENSMUSG000000019876  | 1.060908208  | 2.72E-06 Pkib     | 10q | protein_coding | 5.831932 | 6.018772 | 6.059937 | 7.011066275 | 7.03027227 | 6.9139146  |
| Up   | ENSMUSG000000034575  | 1.03765701   | 6.22E-04 Tent4a   | 13q | protein_coding | 5.490914 | 5.354095 | 5.123489 | 6.385912893 | 6.33676059 | 6.14491783 |
| Up   | ENSMUSG000000043279  | 1.035603816  | 3.44E-07 Trim56   | 5q  | protein_coding | 5.953232 | 6.225192 | 6.368812 | 7.077171389 | 7.38053215 | 7.08249551 |
| Up   | ENSMUSG000000020108  | 1.004939631  | 4.91E-02 Ddit4    | 10q | protein_coding | 4.391483 | 3.997127 | 4.316695 | 5.139404073 | 5.28248582 | 4.80296907 |
| Up   | ENSMUSG000000066440  | 1.004018384  | 3.69E-02 Zfyve26  | 12q | protein_coding | 4.52271  | 4.804071 | 4.638361 | 5.180082207 | 5.64086639 | 5.75014913 |
| Down | ENSMUSG000000063065  | -1.005618127 | 1.63E-03 Mapk3    | 7q  | protein_coding | 6.302802 | 6.816483 | 6.578692 | 5.595435969 | 5.77834625 | 5.51888961 |
| Down | ENSMUSG000000031155  | -1.015722458 | 3.11E-13 Pim2     | Xq  | protein_coding | 9.389144 | 9.293109 | 9.432286 | 8.37322729  | 8.22561199 | 8.48679194 |
| Down | ENSMUSG000000032009  | -1.022324987 | 1.54E-05 Sesn3    | 9q  | protein_coding | 6.941517 | 6.581291 | 6.888494 | 5.682954614 | 5.69743991 | 6.10370354 |
| Down | ENSMUSG000000025534  | -1.03015807  | 1.31E-03 Gusb     | 5q  | protein_coding | 6.356571 | 6.371393 | 6.623078 | 5.367863493 | 5.24501989 | 5.80260298 |
| Down | ENSMUSG000000000594  | -1.031092083 | 7.15E-06 Gm2a     | 11q | protein_coding | 6.086493 | 6.455774 | 6.637575 | 5.332211814 | 5.42331732 | 5.58027158 |
| Down | ENSMUSG000000031112  | -1.036883375 | 1.77E-02 Stk26    | Xq  | protein_coding | 5.321    | 5.12589  | 5.386398 | 4.468783477 | 4.38968697 | 4.31783505 |
| Down | ENSMUSG000000022051  | -1.088397192 | 5.04E-02 Bnip3l   | 14q | protein_coding | 4.391483 | 4.996648 | 4.518158 | 3.708356769 | 3.5827966  | 4.08355062 |
| Down | ENSMUSG000000023990  | -1.094731778 | 1.53E-02 Tfeb     | 17q | protein_coding | 4.905997 | 5.084083 | 5.242074 | 4.096205315 | 4.08497815 | 4.31783505 |
| Down | ENSMUSG000000024349  | -1.132749672 | 7.92E-03 Sting1   | 18q | protein_coding | 5.391385 | 5.16652  | 5.038645 | 4.331072792 | 3.90450792 | 4.45524542 |
| Down | ENSMUSG000000020601  | -1.169478352 | 1.60E-02 Trib2    | 12q | protein_coding | 4.953299 | 5.31848  | 4.852342 | 3.915275444 | 4.1673978  | 4.16594581 |
| Down | ENSMUSG000000057337  | -1.173274547 | 4.12E-05 Chst3    | 10q | protein_coding | 5.553646 | 6.125671 | 6.059937 | 4.964149438 | 5.04153838 | 4.58069866 |
| Down | ENSMUSG000000021959  | -1.197155603 | 2.06E-02 Lats2    | 14q | protein_coding | 4.64299  | 4.640638 | 4.948498 | 3.328792046 | 3.90450792 | 4.08355062 |
| Down | ENSMUSG000000038481  | -1.254258099 | 1.58E-02 Cdk19    | 10q | protein_coding | 5.043488 | 4.318864 | 4.694905 | 3.466710519 | 3.90450792 | 3.80370098 |
| Down | ENSMUSG000000022186  | -1.256359223 | 6.41E-05 Oxct1    | 15q | protein_coding | 5.881682 | 5.950612 | 6.279195 | 5.009999048 | 4.90407428 | 4.80296907 |
| Down | ENSMUSG000000026360  | -1.280802396 | 7.93E-02 Rgs2     | 1q  | protein_coding | 4.458588 | 3.804619 | 3.902095 | 3.005722225 | 3.45736423 | 3.16708384 |
| Down | ENSMUSG000000040061  | -1.284787469 | 7.46E-02 Plcb2    | 2q  | protein_coding | 4.169123 | 4.084534 | 4.387022 | 3.17628163  | 3.31997893 | 3.45617673 |
| Down | ENSMUSG000000026866  | -1.28794643  | 8.11E-02 Kynu     | 2q  | protein_coding | 4.458588 | 4.244903 | 4.316695 | 3.466710519 | 3.45736423 | 3.3188594  |
| Down | ENSMUSG0000000005447 | -1.328883308 | 2.33E-02 Pafah1b3 | 7q  | protein_coding | 4.699568 | 4.58177  | 4.638361 | 3.466710519 | 3.31997893 | 3.99616311 |
| Down | ENSMUSG000000039981  | -1.410794379 | 7.86E-03 Zc3h12d  | 10q | protein_coding | 4.458588 | 5.084083 | 4.316695 | 2.812261074 | 3.99756313 | 3.69689834 |
| Down | ENSMUSG000000039168  | -1.423948243 | 9.26E-02 Dap      | 15q | protein_coding | 4.169123 | 3.582409 | 4.082461 | 3.17628163  | 2.99837588 | 2.99744321 |
| Down | ENSMUSG000000006517  | -1.431833185 | 1.02E-02 Mvd      | 8q  | protein_coding | 5.208534 | 4.996648 | 5.123489 | 3.708356769 | 3.69819044 | 4.31783505 |
| Down | ENSMUSG000000040451  | -1.519139462 | 2.65E-04 Sgms1    | 19q | protein_coding | 5.043488 | 5.16652  | 5.123489 | 3.328792046 | 3.99756313 | 4.16594581 |
| Down | ENSMUSG000000003418  | -1.589575759 | 1.19E-03 St8sia6  | 2q  | protein_coding | 5.831932 | 5.16652  | 6.059937 | 4.468783477 | 3.99756313 | 4.51933525 |
| Down | ENSMUSG000000013846  | -1.603778706 | 4.34E-03 St3gal1  | 15q | protein_coding | 4.857092 | 4.244903 | 4.638361 | 3.708356769 | 2.99837588 | 3.45617673 |
| Down | ENSMUSG000000074272  | -1.665186084 | 4.61E-02 Ceacam1  | 7q  | protein_coding | 3.458776 | 4.084534 | 4.242764 | 2.588779838 | 2.80596293 | 3.3188594  |
| Down | ENSMUSG000000049858  | -1.676862734 | 2.96E-02 Suox     | 10q | protein_coding | 4.64299  | 4.58177  | 5.31604  | 3.466710519 | 3.80503418 | 3.45617673 |
| Down | ENSMUSG000000073678  | -1.684807569 | 3.81E-05 Pgap1    | 1q  | protein_coding | 5.169009 | 5.084083 | 5.386398 | 3.815522598 | 3.90450792 | 3.80370098 |
| Down | ENSMUSG000000051457  | -1.71790737  | 6.35E-02 Spn      | 7q  | protein_coding | 3.906135 | 3.582409 | 4.164838 | 2.588779838 | 2.99837588 | 2.99744321 |
| Down | ENSMUSG000000027984  | -1.75490404  | 9.34E-04 Hadh     | 3q  | protein_coding | 5.12837  | 4.90357  | 5.123489 | 3.17628163  | 3.69819044 | 3.99616311 |
| Down | ENSMUSG000000020573  | -1.869448828 | 1.21E-05 Pik3cg   | 12q | protein_coding | 4.905997 | 5.12589  | 5.517588 | 3.708356769 | 3.80503418 | 3.58155244 |
| Down | ENSMUSG000000036880  | -1.90150747  | 5.71E-02 Acaa2    | 18q | protein_coding | 3.458776 | 3.997127 | 3.902095 | 3.005722225 | 2.80596293 | 2.32090592 |

**Supplementary Table 2.** Differentially expressed genes related to the metabolic process of CpG plus IFNα vs CpG

How the deposited data were processed for this re-analysis (not part of the article)

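RNA of sorted splenic FO B cells was measured in 12 samples, 3 each of unstimulated cells and of cells stimulated for 12 h with IFNα, CpG or CpG + IFNα. The authors deposited UMI counts per gene, without normalization. By the methods of the paper, they extracted barcodes with UMI tools, trimmed reads with Trim Galore, mapped them to GRCm38 with HISAT2, assigned them to genes with FeatureCounts, counted unique UMIs per gene and sample, and extended Tlr9 by 3 kb. They then imported normalized counts into iDEP and called DEGs with DESeq2. The release of the annotation is not named in the paper's text. All 22561 gene identifiers of the deposited count table are in GENCODE M21, which was used for names and positions on GRCm38.

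From the deposited counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors, filtered genes with filterByExpr by group, and tested 9431 genes with glmQLFit and glmQLFTest in a single fit of the 4 groups (8 residual degrees of freedom). The comparisons were each stimulus against unstimulated cells, CpG + IFNα against CpG, and the interaction, which is the effect of IFNα with CpG minus its effect without CpG. DEGs had a Benjamini-Hochberg adjusted p under 0.1 and a log2 fold change over 1 in size. Lists of genes were tested with camera of limma 3.58.1 on voom values with a preset correlation between genes of 0.01, adjusted over 19 lists within each comparison, beside fry and camera with an estimated correlation. The lists covered interferon-stimulated genes, mTORC1 components, ATF4 targets of amino acid metabolism, glycolysis, cholesterol synthesis, the unfolded protein response and secretion, plasma cell genes, B cell identity, cell cycle, p53 targets, immediate-early genes, NF-κB targets, MHC class I, MHC class II, markers of myeloid cells, plasmacytoid dendritic cells, erythroid cells and marginal zone B cells, and genes of the paper's qPCR. The lists of type I interferon genes and T cell markers had 0 and 1 genes among those tested and were not tested. Reactome sets were tested with a two-sided Fisher's exact test.

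Genes named in the text are those the paper names for its RNA data or as regulators. To these were added the 5 genes in each direction with the smallest p-value in CpG + IFNα against CpG, and the 3 in each direction in the other comparisons, among DEGs whose replicates did not overlap between the groups. Members of a list are named where the list is reported. Some results that fall under this rule, and the test of the qPCR genes as a list, are not reported here. Other genes named in the closing section were chosen after their values were seen.

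Depth was between 922450 and 2923865 UMI counts per sample. A group with at most 3 counts in each of its samples was treated as at the limit of detection, and fold changes against it are given as bounds. UMIs remove PCR duplicates, so that these limits cover counting error and not the spread between samples, which the replicates give.

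The test was checked on simulated counts drawn from the means and totals of the samples, with 200 genes changed by a log2 fold change of 2 in CpG + IFNα. It recovered 96.5% of them in CpG + IFNα against CpG with 6 false DEGs among 9118 genes tested, 93% against unstimulated cells with 2 false DEGs, and 86.5% in the interaction with 8. No DEG was found in the comparisons without a change. Among 20 simulated lists without a change, camera gave 0 with p under 0.05. The simulated genes were drawn independently of each other. This check therefore cannot show how camera's p-values behave where the genes of a list are correlated.

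Alternatives fixed before the data were examined were other normalizations, filters and thresholds, DESeq2 1.42.0, a test against a fold change of 2, a fit of only the groups compared, counts drawn down to the smallest total, the replicate number as a block, and each sample left out in turn. For PCA they were other numbers of genes, another pseudocount, scaled genes and TMM-scaled totals. DESeq2 on counts already divided by size factors, removal of rRNA and mitochondrial genes, and Reactome sets under other DEG lists were added after the data were seen. DESeq2 on divided counts was run without the filter on low counts, over 20341 genes. Terms of GO and the output of Metascape, the flow cytometry and the qPCR were not analysed here.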

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

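The tests of culture, library size, scaling and cell composition in this part were chosen after the results were seen, apart from the counts over other splits of the samples and the test of culture on genes shifted in all stimulated groups.

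The effect of IFNα differed between cells with and without CpG for 590 genes, 291 with an interaction above 0 and 299 below 0 (edgeR's quasi-likelihood test). Of 100 splits of the samples within the 2 CpG arms, 3 gave as many genes, including the real split. This share is largely set by the design and is not read as evidence here. The 10 splits that kept the true groups only in the arm without CpG, which still carry the effect of IFNα, gave from 243 to 649 genes, and the 12 that kept them only in the arm with CpG gave from 31 to 250. The 77 that kept them in neither arm mix cells with and without IFNα, which raises the variance, and gave 0 (from 170 to 610 genes at an unadjusted p under 0.05). A difference in library size between the groups as the whole source is argued against by the 464 genes found with counts drawn down to the smallest total. Of the 291 genes above 0 and the 299 below 0, 190 and 179 were found again there, with 8676 genes tested against 9431. For the genes that were lost, an effect of library size cannot be told apart from a loss of counts. A few abundant genes are argued against by the 576 genes found without rRNA and mitochondrial genes (342 above and 234 below 0, a larger share above 0), and scaling by the 561 genes found with library size only. What stays open for all 590 genes is culture. The interaction compares CpG + IFNα against CpG, both cultured, with IFNα against unstimulated cells, and if the latter were not cultured for 12 h a shift caused by culture alone enters the interaction with the opposite sign. Of the 590 genes, 140 were also DEGs of CpG + IFNα against CpG in the direction of their interaction, but an equal effect of IFNα in both arms plus a culture shift would give the same values. The interaction and a culture effect cannot be told apart, because it is not known whether the unstimulated cells were cultured.

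Immediate-early genes are the clearest case. The interaction of this list was 2.57 (median log2 value). Its median log2 fold change in IFNα compared with unstimulated cells was -2.21, or -2.08 with genes at the limit of detection set to their bound, and in CpG + IFNα compared with CpG it was -0.037, or -0.17 with bounds. The list fell in every stimulated group, which is consistent with culture, or with sorting shortly before lysis in the unstimulated cells, as the cause of genes shifted in the same direction in all 3 stimulated groups. Junb (interaction 4.34) and Ppp1r15a (4.44) come near this pattern, with unstimulated cells far above the other groups. Cd69 (3.41) does not share it in full, since it also rose in CpG + IFNα compared with CpG, by a log2 fold change of 1.88.

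Irf4 (chromosome 13, 30749226 to 30766976 of GRCm38) had an interaction of 1.58 (standard error 0.22, adjusted p = 5.06e-06 from edgeR). It was lower with IFNα alone than in unstimulated cells (log2 fold change -1.10, and -0.80 without unstimulated replicate 1, where it is no longer a DEG), whereas CpG + IFNα exceeded CpG by 0.48 (adjusted p = 0.0238 from edgeR, below the fold change for a DEG). Without CpG + IFNα replicate 3 this was 0.41 (adjusted p = 0.106 from edgeR). An effect of IFNα that depends on CpG is a candidate explanation. A culture shift that lowers Irf4 in all stimulated groups, with the same rise from IFNα in both arms, gives the same values and cannot be told apart from it, because it is not known whether the unstimulated cells were cultured.

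The interactions of 3 further lists held under camera, fry and an estimated correlation. NF-κB targets had a median interaction of 0.82 and a median log2 fold change of 0.17 in CpG + IFNα compared with CpG. Cholesterol synthesis genes had -1.42, with a rise of 1.02 in IFNα compared with unstimulated cells and -0.33 in CpG + IFNα compared with CpG. For both lists the culture effect cannot be told apart from an interaction, for the reason given for Irf4. The 4 tested markers of plasmacytoid dendritic cells had -0.94, with 0.01 in CpG + IFNα compared with CpG (0.0075 before rounding). With genes at the limit of detection set to their bound, the latter was -0.13. Culture is left open for these markers as well. The 4 genes, Cox6a2, Tcf4, Ly6d and Pacsin1, moved in both directions in that comparison and were chosen for naming after their values were seen. Plasmacytoid dendritic cells among the sorted cells are left open. Of the markers too low to be tested, Ccr9 had from 1 to 13 counts per sample, while Siglech had 0 in all samples, and no sample here shows that the counting of 3′ ends would find it.

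Below 0, the interactions of Ms4a6b (-2.58), Klhl6 (-2.60) and Ms4a4c (-1.93) were the ones with the smallest p-values. Ms4a6b and Ms4a4c are neighbors in a family of similar genes on chromosome 19, between which reads could have been divided. Isg15 had an interaction of 1.06 (adjusted p = 0.0737 from edgeR), which was lost without any of 6 samples in turn and with counts drawn down to the smallest total. The same culture effect is open for all of these genes.

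Some lists moved in CpG compared with unstimulated cells under all 3 list tests. MHC class II genes had a median log2 fold change of -5.04, and B cell identity genes one of -1.70. Culture as the whole cause is argued against by the far smaller changes with IFNα alone, -0.47 and -0.080. Scaling is argued against by medians that stayed at or below -5.06 and -1.72 under 4 other scalings. A lower share of B cells is argued against for MHC class II, since B cell identity genes, which would fall alike, fell by 1.70 on the log2 scale. A loss of MHC class II RNA in response to CpG is a hypothesis that these tests leave standing, found and tested on the same samples.

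In CpG + IFNα compared with CpG, MHC class I genes, NF-κB targets and cholesterol synthesis genes moved under all 3 tests. MHC class I genes had a median log2 fold change of 1.19. It was at least 1.18 under 4 other scalings, and the 12 members outside the H2 family had a median of 0.94, which argues against reads divided between class I copies as the cause. NF-κB targets had 0.17 and at least 0.16 under those scalings. Cholesterol synthesis genes had -0.33 and at most -0.30. The changes of the last lists are small, and with an estimated correlation their adjusted p from limma's camera was 0.0756 and 0.0984. An effect of IFNα on these genes is a hypothesis.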

How the results depend on the processing

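DESeq2 on counts divided by size factors, the removal of rRNA and mitochondrial genes, and Reactome sets under other lists of DEGs were chosen after the results were seen.

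The counts of DEGs moved most with a log2 fold change over 2, apart from the interaction, which moved most in a test against a fold change of 2. With a log2 fold change over 2 they became 161 up-regulated and 90 down-regulated for IFNα, 539 and 1138 for CpG, 604 and 1222 for CpG + IFNα, 150 and 15 for CpG + IFNα compared with CpG, and 96 above and 59 below 0 for the interaction. Overlaps of up-regulated DEGs became 88 for IFNα only, 80 for CpG only, 89 for CpG + IFNα only, 1 for IFNα and CpG, 57 for IFNα and CpG + IFNα, 443 for CpG and CpG + IFNα and 15 for all 3. Overlaps of down-regulated DEGs became 29 for IFNα only, 180 for CpG only, 3 for IFNα and CpG, 1 for IFNα and CpG + IFNα, 898 for CpG and CpG + IFNα and 57 for all 3. Fewer genes pass a higher threshold by construction. A test against a fold change of 2 gave 208 and 116 for IFNα, 177 and 18 for CpG + IFNα compared with CpG, and 63 and 35 for the interaction. DESeq2 gave 193 genes below 0 in the interaction and 3 genes up-regulated by IFNα and CpG only. DESeq2 on divided counts gave 104 genes down-regulated in CpG + IFNα compared with CpG (70.4% of DEGs up-regulated, against 59.4%), 166 below 0 in the interaction, 246 up-regulated by CpG + IFNα only, 5 up-regulated by IFNα and CpG only, and 493 down-regulated by CpG only. Without rRNA and mitochondrial genes the interaction had 342 genes above and 234 below 0, with library size only 330 and 231, and with the filter of 0.5 CPM 368 and 238, against 291 and 299. The cause was not tested for these. The other normalizations, filters and thresholds left each count of DEGs within 1.5 times.

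Across the fits that each left out 1 sample, up-regulated and down-regulated DEGs ranged from 421 to 453 and from 373 to 510 for IFNα, from 1911 to 2022 and from 2445 to 2619 for CpG, from 1940 to 2068 and from 2460 to 2579 for CpG + IFNα, and from 257 to 298 and from 152 to 233 for CpG + IFNα compared with CpG. The interaction had from 248 to 391 genes above 0 and from 209 to 330 below 0. PC1 ranged from 79.3 to 81.4% of variance, PC2 from 14.5 to 16.4%, the ratio of distances from 6.24 to 7.08, and genes negative on PC1 only from 102 to 171, on PC2 only from 232 to 284 and on both from 121 to 186. All 11 remaining samples clustered with their own group in each of these fits.

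PC1 held 76.3% of variance with all genes, 81.3% with 2000 genes, 78.6% with log2(CPM + 1) and 83.1% with scaled genes. PC2 held 12.2% with all genes, 13.5% with 2000 genes (13.45 before rounding) and 12.1% with scaled genes. The ratio of the distance from CpG to CpG + IFNα to the largest distance within a group was 3.64, 5.46, 5.67 and 5.28 in the same order, and 6.97 with TMM-scaled totals. Genes negative on PC1 only, PC2 only and both were 2740, 1792 and 1907 with all genes and 391, 477 and 352 with 2000 genes, where more genes enter by construction.

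Of the lists in CpG + IFNα compared with CpG, camera with an estimated correlation gave a weaker result for ATF4 targets (adjusted p = 0.298), glycolysis (0.41), the unfolded protein response (0.495), B cell identity (0.298), cell cycle (0.523), p53 targets (0.2) and MHC class II (0.297). Under fry, the adjusted p was 0.119 for the unfolded protein response, 0.163 for cell cycle, 0.0013 for mTORC1 components, 0.000724 for markers of plasmacytoid dendritic cells and 0.0227 for plasma cell genes without Irf4 (the last 3 in the direction of lower expression), and the direction of plasma cell genes was reversed (0.311). With the replicate number as a block, it was 0.103 for glycolysis, and the direction of erythroid markers was reversed (0.857). The block changed no count of DEGs by more than 1.5 times. The replicate numbers did not pair the samples in all groups, since correlations between groups after removal of group means were under 0.1 for some pairs (from -0.116 in unstimulated cells and CpG + IFNα to 0.28 in IFNα and CpG + IFNα). For interferon-stimulated genes in the interaction, the adjusted p was 0.67 with an estimated correlation and 0.17 under fry. In CpG compared with unstimulated cells it was 0.174 for interferon-stimulated genes, 0.12 for immediate-early genes, 0.198 for cholesterol synthesis and 0.12 for ATF4 targets with an estimated correlation. The cause was not tested. With each sample left out, camera's adjusted p ranged from 0.0448 to 0.365 for glycolysis, from 0.00295 to 0.269 for the unfolded protein response, from 0.0019 to 0.827 for cell cycle, from 0.0197 to 0.145 for MHC class II, from 0.71 to 0.986 for plasma cell genes and from 0.575 to 0.909 for erythroid markers in CpG + IFNα compared with CpG.

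The Immune System set held 8 down-regulated genes under DESeq2 on divided counts, where 6.22 were expected, against 9 of 11.3 expected. Of 73 results for named genes, 23 changed: 13 were weaker, 2 stronger and 8 reversed. The reversed results were near 0. Irf4 in CpG + IFNα compared with unstimulated cells was 0.035 with the filter of 0.5 CPM and without a filter, and from -0.24 to 0.23 with each sample left out. In CpG + IFNα compared with CpG, Pax5 was -0.0065 with library size only and -0.052 with counts drawn down (from -0.068 to 0.091 with each sample left out), Mtor was -0.14 with counts drawn down, Rps6 was -0.0014 with library size only (from -0.047 to 0.062), Tsc1 ranged from -0.16 to 0.077, and Ifnar2 was 0.019 with the filter of 0.5 CPM and without a filter (from -0.14 to 0.052). Mtor in CpG compared with unstimulated cells ranged from -0.044 to 0.24, and the interaction of Cdkn1a from -0.56 to 0.23. The cause was not tested. A gene with at most 3 counts in a group gives only a bound on its fold change at this depth.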

Differences from the paper's values

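The paper shows about 110 genes down-regulated in CpG + IFNα compared with CpG (Fig. 4E, read by eye), against 190 here. Of the alternatives set before the data were examined, an adjusted p under 0.05 (163), DESeq2 (151), counts drawn down to the smallest total (153), a fit of only the 2 groups compared (146) and the fit without CpG replicate 3 (152) came within 1.5 times of it, and the others did not. DESeq2 on counts already divided by size factors, chosen after seeing the values, gave 104. This setting also left out the filter on low counts, with 20341 genes tested against 9431. An effect of dividing the counts therefore cannot be told apart from one of the filter, here or in the overlaps below. The methods of the paper say that normalized counts were imported into iDEP, and they name DESeq2 for the DEGs. They do not state which counts DESeq2 was given.

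For genes up-regulated by both IFNα and CpG and not by CpG + IFNα, the paper shows about 4 (Fig. S5B, read by eye), against 9 here. DESeq2 gave 3 and a log2 fold change over 2 gave 1, of which the DESeq2 count is within 1.5 times. DESeq2 on divided counts, chosen after seeing the values, gave 5. For genes down-regulated by CpG + IFNα only, the paper shows about 500 (Fig. S5C, read by eye), against 322 here. Neither of the alternatives set for the overlaps before the data were examined closed the gap, with 309 from DESeq2 and 266 with a log2 fold change over 2. DESeq2 on divided counts, chosen after seeing the values, gave 455.

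The paper shows about 38 genes with a score below 0 on PC1 only and about 69 below 0 on both components (Fig. 4C, read by eye), against 139 and 145 here. The legend of Fig. 4 names the 1000 most variable genes and a PC score below 0, and what the score of a gene is, is not stated in the paper's text. For both components, log2(CPM + 1) gave 99, within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. For PC1 only, none of them came within 1.5 times, and the nearest were 102 without unstimulated replicate 3 and 103 with TMM-scaled totals.

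The other 22 values read from figures, among them the shares of PC1 and PC2, were within 1.5 times. The log2 fold changes of the 8 named genes found in the paper's Tables S1 and S2 all lay within 1 standard error here. The copy of Table S1 used here holds 177 up-regulated and 68 down-regulated genes (245 in all), while Fig. 4E shows about 250 and about 110 (read by eye). Table S2 holds DEGs related to metabolic processes (120). No test of overlap was run on them.

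The paper states that genes up-regulated in CpG + IFNα compared with CpG were associated with metabolic processes by GO. By Reactome sets, the Metabolism set held fewer of these genes than expected here, under each of the DEG lists tried, while Immune System and Interferon Signaling held more. The Reactome set is not the GO term. It held 8 up-regulated genes, whereas the copy of Table S2 used here holds 89 up-regulated genes related to metabolic processes. The Reactome result therefore does not test the paper's statement. GO terms were not analysed here.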

Other observations

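The tests in this part were written before their results were seen, apart from the choice of single genes for naming and the separate reading of each list in the mTORC1 paragraph.

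RNA of Irf4 was 188 ± 62.2 normalized CPM in unstimulated cells, 88.3 ± 6.48 with IFNα, 127 ± 3.88 with CpG and 179 ± 22.4 with CpG + IFNα (SD, n = 3 each). Its log2 fold change in CpG + IFNα compared with unstimulated cells was -0.08 (adjusted p = 0.624 from edgeR), and 0.23 without unstimulated replicate 1. In CpG compared with unstimulated cells, the log2 fold change of Irf4 was -0.57 (adjusted p = 0.00142 from edgeR). It was between -0.72 and -0.25 with each sample left out. The paper measured Irf4 by qPCR (Fig. 3A), a different assay, and reports a rise of the transcript with CpG. The cause of the opposite directions was not tested, and it is not known whether the unstimulated cells here were cultured. Prdm1, which encodes Blimp1, had between 1 and 10 counts per sample and was too low to be tested. Sdc1, which encodes CD138, was lower in CpG + IFNα than in unstimulated cells at 12 h, with 2 to 3 counts per sample against 12 to 27. At full depth this is at least 13.5-fold, and with counts drawn down to the smallest total the log2 fold change was -3.03. Sdc1 was also lower with CpG alone than in unstimulated cells, with 2 to 4 counts per sample and a log2 fold change of -3.37. The fall was thus not particular to CpG + IFNα. An early plasma cell program as the source of the higher Irf4 in CpG + IFNα than in CpG is left open. The plasma cell list without Irf4 had a median log2 fold change of -0.11, with 6 genes higher and 7 lower, which decides nothing. The whole list of 14 genes had -0.03 (adjusted p = 0.987 from limma's camera).

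Tlr9 rose with IFNα alone by a log2 fold change of 1.20 (adjusted p = 1.33e-09 from edgeR) and was 0.68 higher in CpG + IFNα than in CpG (adjusted p = 9.21e-05 from edgeR). Pax5 fell by 0.63 on the log2 scale with CpG and did not differ detectably between CpG + IFNα and CpG. Ifnar1 fell by 1.33 on the log2 scale with CpG, and its log2 fold change in CpG + IFNα compared with CpG was -0.60 (adjusted p = 0.127 from edgeR).

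If more mTORC1 signalling with CpG + IFNα had a transcriptional output by 12 h, ATF4 targets of amino acid metabolism, glycolysis genes and cholesterol synthesis genes would be higher than with CpG. Of these 3 lists, 1 was higher by limma's camera. ATF4 targets had a median log2 fold change of 0.16, with 23 of 29 genes higher (adjusted p = 0.00351 from camera, 0.0368 from fry and 0.298 from camera with an estimated correlation). Glycolysis genes had -0.22, with 14 of 19 lower (0.0841, 0.0206 and 0.41). Cholesterol synthesis genes had -0.33, with 20 of 21 lower (0.0018, 0.00121 and 0.0984), which argues against such an output in these genes. An output in ATF4 targets or glycolysis genes is left open, because neither list had an adjusted p under 0.1 in all 3 tests. None of this measures phosphorylation.

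If CpG-stimulated cells made enough IFN to act on themselves, interferon-stimulated genes would be higher with CpG than in unstimulated cells. Their median log2 fold change was -2.09, or -1.87 with genes at the limit of detection set to their bound. This argues against IFN from these cells as a large contribution at 12 h, and an amount smaller than the fall caused by culture or CpG itself stays open. No RNA of the type I interferon genes reached the level needed for a test.

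Among the 10 ways to split the 6 samples of a comparison into groups of 3, only the real one gave as many DEGs for IFNα, CpG and CpG + IFNα compared with unstimulated cells and for CpG + IFNα compared with CpG (1 of 10 each). The real splits gave 814, 4303, 4329 and 468 DEGs, and every other split gave 0, with 355 to 722, 129 to 224, 87 to 192 and 190 to 523 genes at an unadjusted p under 0.05, against 2847, 6843, 6959 and 2196 in the real splits. A share under 0.1 is not possible with 3 samples per group, which limits what the splits alone can show.

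The remaining lists in CpG + IFNα compared with CpG had median log2 fold changes of 0.37 for p53 targets (adjusted p = 0.000278 from limma's camera), -0.29 for B cell identity (0.0213), -0.17 for the unfolded protein response and secretion (0.0372), -0.56 for MHC class II (0.0385) and -0.30 for cell cycle (0.0671), none of which held under an estimated correlation. Marginal zone B cell markers had -0.42 (0.223), or -0.78 without the genes at the limit of detection in both groups. Markers of myeloid cells (Cd68, Tyrobp, Cst3 and Ctss) had 0.06 (0.566), or 0.36 without the gene at the limit of detection in both groups. The sign of the median over this whole list changed without rRNA and mitochondrial genes. Erythroid markers had 0.45 (0.987; Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Car2). Lck was the only T cell marker that passed the filter. Of the 8 marginal zone markers, 2 are also in another list.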
